# Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice

**DOI:** 10.1371/journal.pone.0055074

**Published:** 2013-01-30

**Authors:** Sundararajan Jayaraman, Akshay Patel, Arathi Jayaraman, Vasu Patel, Mark Holterman, Bellur Prabhakar

## Abstract

Classic genetic studies implicated several genes including immune response genes in the risk of developing type 1 diabetes in humans. However, recent evidence including discordant diabetes incidence among monozygotic twins suggested a role for epigenetics in disease manifestation. NOD mice spontaneously develop type 1 diabetes like humans and serve as an excellent model system to study the mechanisms of type 1 diabetes as well as the efficacy of maneuvers to manipulate the disease. Using this preclinical model, we have recently demonstrated that pharmacological inhibition of histone deacetylases can lead to histone hyperacetylation, selective up-regulation of interferon-γ and its transactivator *Tbx21/Tbet*, and amelioration of autoimmune diabetes. In the current study, we show that chromatin remodeling can render splenocytes incapable of transferring diabetes into immunodeficient NOD.*scid* mice. To elucidate the underlying mechanisms of drug-mediated protection against type 1 diabetes, we performed global gene expression profiling of splenocytes using high throughput microarray technology. This unbiased transcriptome analysis unraveled the exaggerated expression of a novel set of closely related inflammatory genes in splenocytes of acutely diabetic mice and their repression in mice cured of diabetes by chromatin remodeling. Analysis of gene expression by qRT-PCR using RNA derived from spleens and pancreata of cured mice validated the suppression of most of these genes, indicating an inverse correlation between the high levels of these inflammatory genes and protection against diabetes in NOD mice. In addition, higher-level expression of genes involved in insulin sensitivity, erythropoiesis, hemangioblast generation, and cellular redox control was evident in spleens of cured mice, indicating their possible contribution to protection against type 1 diabetes. Taken together, these results are consistent with the involvement of epistatic mechanisms in the manifestation of autoimmune diabetes and further indicate the utility of chromatin remodeling in curing this complex autoimmune disorder.

## Introduction

Type 1 diabetes (T1D) is the most common childhood autoimmune disease studied for decades but the etiology of this complex disorder remains obscure. Classic genetic approaches including genome wide association studies and single nucleotide polymorphism analysis indicated a strong association between T1D in man and the major histocompatibility complex (MHC) encoded class I and II alleles [1]. In addition, several non-MHC genes including *INS* (insulin), *PTPN22* (lymphoid tyrosine phosphatase protein), *CTLA4* (cytotoxic T-lymphocyte-associated antigen 4), *IL2RA* (interleukin 2 receptor α), *STAT3*, *STAT4*, *IL10*, *IL19*, *IL20*, *IL27*, and *CD69* have been implicated in the development of T1D [2]. However, the mechanisms by which these genes contribute to diabetes susceptibility remain unknown. Availability of non-obsese diabetic (NOD) mice and their congenic variants has advanced our understanding of the genes involved in T1D. The major contributor of diabetes susceptibility in NOD mice is the MHC (H-2^g7^), designated as *Idd1* locus on chromosome 17 [3]. Although homozygous expression of the susceptible MHC haplotype (K^d^, A^g7^, E^null^, and D^b^) is required for high penetrance, this alone is not sufficient to cause T1D [4]. Interestingly, the expression of H2^nb1^ (K^d^, A^nb1^, E^k^, and D^b^) on dendritic cells and macrophages but not on B cells afforded protection against T1D, indicating a role for tissue-specific non-MHC genes in protection against T1D [4]. However, the nature of the non-MHC genes expressed in accessory cells that contribute to protection against T1D remains unknown.

Several lines of evidence including enhanced T1D incidence among Caucasians living in Europe, discordant rate of T1D among monozygotic twin pairs, and lower incidence of T1D in some individuals harboring the ‘risk genes’ indicate that although the MHC genes may impart T1D susceptibility, they are not sufficient to cause the disease [5]–[6]. Epigenetics, heritable changed gene expression patterns that cannot be attributed to alteration in the DNA sequence, has been implicated in many diseases including cancer and diabetes [7]–[10]. One prominent epigenetic mechanism involves repression of gene transcription as a consequence of histone modification mediated by histone deacetylases (HDAC) [11]. It is well established that small molecule HDAC inhibitors including Trichostatin A (TSA) can alter gene transcription and ameliorate a number of diseases including cancers and other diseases in experimental models [12]–[13]. Consistently, we have demonstrated that TSA treatment can prevent the manifestation of T1D in NOD mice, associated with histone H3 hyperacetylation, and selective up-regulation of genes encoding CD4^+^ T-cell-derived lymphokine, *Ifng* and its transcription factor, *Tbet/Tbx21* [8]. Inasmuch as complex disorders like T1D are likely to be regulated by epistatic mechanisms [9], it is important to understand the nature of genes regulated by chromatin remodeling that can potentially contribute to protection against T1D.

Transcriptome (gene expression profiling) analyses have unraveled new transcriptional alterations in several diseases. High throughput microarray technology has been used to understand the changes in gene expression in the pancreas during the natural course of T1D in NOD mice [14]. Global gene expression profiling was also performed on un-activated peripheral lymphoid tissues as well as activated CD4^+^ T-cells derived from NOD mice and diabetes resistant NOD congenic strains, as well as prediabetic NOD mice immunized with glutamic acid decarboxylase peptide to protect against diabetes [15]–[20]. Although these studies unraveled the gene expression profiles of lymphoid tissues during the prediabetic stage, little is known about the gene expression profiles during full-blown diabetes and importantly, how they can be influenced by epigenetic regulation. The results presented herein indicate that epigenetic modulation of the genome can result in the ablation of diabetogenic potential of splenocytes in diabetes-prone NOD mice. To elucidate the genes possibly involved in diabetes pathogenesis and protection against it, we analyzed the global gene expression profiles of spleens as in previous studies [15]–[20]. Since spleen is the major peripheral lymphoid organ and contains T-cells capable of transferring T1D into immuodeficient NOD.*scid* mice [21], it is the logical choice of investigational material for the understanding of the epigenomics of T1D. Our data indicate that chromatin remodeling resulted in simultaneous down-regulation of a set of inflammatory genes and up-regulation of a number genes involved in a variety of key cellular functions, including glucose homeostasis. These data are consistent with the contention that complex disorder like T1D involves differential contribution of a variety of genes that participate in multiple signaling and metabolic pathways.

## Materials and Methods

### Mice and Diabetes Assessment

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Illinois at Chicago (Animal Welfare Assurance Number: A3460-01).

Female NOD/Ltj (H-2^g7^) mice (Jackson Laboratories, Bar Harbor, ME) that were diabetes free by 18 wk of age were injected s.c with TSA (500 µg/Kg body weight) at weekly intervals between 18 and 24 wk of age [8]. Non-fasting blood glucose levels were monitored weekly and >250 mg/dL for two consecutive weeks were considered diabetic [8], [22]. Whereas overtly diabetic mice were killed between 24 and 28 wk of age, TSA-treated and cured mice were killed between 28 and 34 wk of age and spleens and pancreata harvested. Histological analysis of paraffin embedded pancreata was performed as described earlier [22]. Each NOD.*scid* mouse was injected i.v with 2×10^7^ splenocytes obtained from individual diabetic or cured mice. Peripheral blood glucose levels were monitored at weekly intervals to determine diabetes induction.

### Global Gene Expression Profiling

Overtly diabetic mice were killed between 24 and 28 wk of age. Only mice that were cured of T1D by TSA treatment were killed between 28 and 34 wk of age. TSA-treated mice that remained diabetic were not included in the analysis. Total RNA was extracted from individual spleens after lysing in TRIzol, as described [8], [22]. RNA from 4 to 6 mice per group was pooled to minimize the expression bias. RNA was further purified on RNeasy columns (Qiagen, Valencia, CA) and the integrity of RNA was assessed by formaldehyde agarose gel electrophoresis and BioRad Experion Bioanalyzer. Samples were analyzed in duplicate using the Affymetrix GeneChip Mouse Genome 430 2.0 microarray (Santa Clara, CA) that contained 45,000 probe sets, representing 34,000 mouse genes. Labeling and hybridizations were performed at the Genomics Core Facility of the University of Illinois at Chicago, according to the recommended protocols by Affymetrix. In brief, double-stranded cDNA was made from 1–5 µg of total cellular RNA. Each sample was *in vitro* transcribed in the presence of biotinylated dNTPs (Enzo Diagnostics, Farmingdale, NY) in duplicate. Biotinylated cRNA was hybridized to microarrays and scanned. Each array was analyzed for total background, raw noise, average signal present, signal intensity of species-specific house-keeping genes, relative signal intensities of labeling controls, absolute signal intensities of hybridization controls, and GCOS scale factors. All 6 Affymetrix labeling reactions and 6 Affymetrix GeneChip Mouse Genome 430 2.0 hybridizations passed quality criteria. Data were analyzed using the ‘S-Plus’ 6.2 statistical package and ‘S+Array Analyzer’ v2.0.1 from Insightful, normalized by quantiles and summarized using the Robust Multi-array Average method. T-test was used to identify significant, differentially expressed transcripts. Raw LPE test p-values were corrected for False Discovery Rate by Benjamini-Hochberg procedure with a statistical threshold of p-value <0.001. ANOVA was used to identify statistically significant, differentially expressed transcripts. Microarray datasets were deposited at Gene Expression Omnibus (accession no. GSE 26461). 

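Genes of the pancreas and an immunoglobulin gene stood out when the 3 groups were compared. Reg1, a secreted protein of pancreatic acinar cells, had a log2 level of 3.10 ± 0.34 (SD, n = 2 arrays) in untreated non-diabetic mice, 9.36 ± 0.24 in untreated diabetic mice and 7.69 ± 0.43 in TSA-treated mice. Ighg3, a constant region gene of immunoglobulin G listed as AI324046 in Table S4, ran the other way between the untreated groups, at 10.19 ± 0.09, 7.84 ± 0.23 and 5.86 ± 0.04. It fell by 2.35 in diabetic and by 4.33 in TSA-treated mice against untreated non-diabetic mice (adjusted p = 0.0172 and 0.00244 from limma). Both calls were lost without either untreated non-diabetic array, and that in diabetic mice also without diabetic replicate 2 and with median centring; with the mean of all probe sets of the gene the differences were -0.49, no longer called, and -1.11. Reg1 rose by 6.26 and 4.59 (adjusted p = 0.00143 and 0.00805 from limma). Over all probe sets, 42 passed limma's moderated F test across the groups at an adjusted p under 0.05. The count was 586 without TSA-treated replicate 1, 147 without diabetic replicate 1 and 27 without diabetic replicate 2, and 15 and 9 without untreated non-diabetic replicates 1 and 2.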

A total of 3,233 statistically significant, differentially expressed probe sets were identified in any comparison by ANOVA. Differentially expressed probe sets between untreated-diabetic and untreated-non-diabetic were 1,307; between cured and untreated-non-diabetic mice were 2,991; and 164 between untreated-diabetic and cured mice. 

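Between untreated diabetic and untreated non-diabetic mice, 39 probe sets rose and 1 fell at an adjusted p under 0.05 from limma, and they name 25 genes. Most of these code for secretory proteins of the exocrine pancreas: with the probe sets of the exocrine pancreas lists left out, the count was 6. That count still holds pancreatic enzymes, in probe sets that name several genes: Try5 with Try4 (6.92 higher) and Cela3a with Cela3b (7.13 higher). Spink1, a trypsin inhibitor of acinar cells, rose from 2.83 ± 0.08 to 7.64 ± 0.05 (SD, n = 2 arrays, adjusted p = 0.000902 from limma), and Zg16, a zymogen granule protein, from 5.57 ± 0.27 to 11.96 ± 0.13 (adjusted p = 0.000902 from limma). Between cured and untreated non-diabetic mice, 26 probe sets rose and 5 fell, 11 in all without the exocrine pancreas lists, the Cela3a with Cela3b probe set still among them. Between untreated diabetic and cured mice, 11 were higher in diabetic mice and 1 was lower, 3 in all without those lists. The 5 lower probe sets in cured mice named Adipoq, Car3, Ighg3, Srpk3 and Foxp1, the last a transcription factor of lymphocytes chosen here after its values were seen. This Foxp1 probe set is not the one that Table S5 lists, which limma did not call. At an unadjusted p under 0.05 the counts were 2825, 6637 and 1922. Single arrays moved all 3: without TSA-treated replicate 1 the comparisons of cured mice gave 2045 and 1047 probe sets, whereas the comparison of cured with untreated non-diabetic mice gave 0 without either untreated non-diabetic array and 714 without either diabetic array, and that of diabetic with cured mice gave 0 without any 1 of the other 5 arrays. The first comparison gave 243 probe sets without diabetic replicate 1, 23 without diabetic replicate 2 and 24 without either untreated non-diabetic array. The direction moved with the counts: the 243 were 38 higher and 205 lower in diabetic mice, the 2045 were 584 higher and 1461 lower in cured mice, the 714 were 258 higher and 456 lower there, and the 1047 were 921 higher and 126 lower in diabetic mice. The LPE test called 59 higher and 156 lower, 113 higher and 603 lower, and 51 higher and 1 lower in the 3 comparisons.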

Differentially expressed transcripts were annotated using the NetAffx Analysis Center (http://www.affymetrix.com) according to the Gene Ontology Database (http://www.geneontology.org/). Data clustered were filtered by an ANOVA p-value <0.05, and having a gene expression level of more than 10 in at least two hybridizations. A total of 164 probe sets met these criteria and were annotated according to Affymetrix’s “NetAffx Analysis Center.” Hierarchical clustering was performed on these 164 genes using ‘Average’ weighting method and Euclideal distance metric. The heat map is available as Supporting Information (Figure S1). Further biological annotation was performed using the DAVID web-based functional annotation tool (http://david.abcc.ncifcrf.gov) [23]. The resulting filtered 134 differentially expressed genes were subjected to Gene Ontology analysis.

### Validation of Selected Microarray Data

Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) was performed according to MIQE guidelines. Total RNA was extracted from un-induced splenocytes and those stimulated with immobilized anti-CD3 antibody for 18 h as described earlier [8], [22]. Pancreata were stored in RNALater (Life Technologies, Grand Island, NY) at −80°C and RNA was extracted from pancreata dissociated in TRIzol. Total RNA was treated with DNase using TURBO DNA-free kit (Life Technologies) and converted to cDNA using High-Capacity cDNA Reverse Transcription kit (Life Technologies). Genes of interest were amplified on an Applied Biosystems ViiA7 Real-Time PCR system (Life Technologies) using 1 µl of cDNA equivalent to 100 ng of RNA and 2X SYBR Premix Ex Taq (Perfect Real Time) reagent (Takara-Clontech, Mountain View, CA). No template control was included in qRT-PCR for each gene analyzed to monitor primer-dimer formation and omission of reverse transcriptase during cDNA synthesis was used to determine genomic DNA contamination in RNA preparations. In addition to melting curve analysis at the end of PCR amplification, amplicons were also analyzed on a 4% low melt agarose gel to verify the expected sizes of amplicons and the lack of primer-dimer. The primer sets for mouse *Gapdh* were described earlier [8], [22] and additional primer sets that were validated and used in this study are listed in Table S1. The Taqman probe for mouse *Mif* and all other primer sets were purchased from IDT (Coralville, IA). Each sample was analyzed in triplicate and the level of expression of genes of interest was determined using *Gapdh* as the normalizer and the 2^−ΔΔ*CT*^ method, as described [8], [22].

### Statistical Analyses

Data were analyzed for statistical significance using an unpaired two-tailed Student’s *t* test (GraphPad Prism 4.0c, San Diego, CA). Venn diagram was drawn using 3Venn aplet accessed at: http://theory.cs.uvic.ca/venn/EulerianCircles. GeneMania fast gene function predictions (version 2.7.12) were performed by accessing at www.genemania.org. Principal component analysis was performed using XLSTAT Version 2011.4.02 (www.xlstat.com).

## Results

### Epigenetic Modulation Ablates the Diabetogenic Potential of T-cells

A majority of adult female NOD mice develop T1D spontaneously, which serve as an excellent model for studying intervention strategies for this complex autoimmune disorder [8], [22], [24]. Consistently, data shown in Figure 1A, indicate that most (80%) of the untreated female NOD mice developed diabetes when they reached >18 wk of age, as indicated by the levels of non-fasting blood glucose higher than 250 mg/dL. Overtly diabetic mice had to be humanely sacrificed and the remaining 20% of mice were diabetes free at the end of the observation period, 34 wk, which is indicated by the lower levels of blood glucose (<250 mg/dL) in surviving mice (Figure 1A). Mice that did not develop diabetes by 18 wk of age were given weekly injections of TSA until the age of 24 wk. Treatment with TSA prevented the development of overt diabetes in a majority (69%) of mice [8] (Figure 1B). However, when the levels of blood glucose from TSA-treated mice including 29% of mice that failed to respond to treatment were averaged, the non-fasting blood glucose levels appeared to be higher than those of younger (18–20 wk old) non-diabetic mice, albeit below the 250 mg/dL cut-off level (Figure 1B). The glucose profiles of individual mice that were treated with TSA and remained free of diabetes demonstrated the maintenance of normoglycemia in all of them [8]. Consistently, when only the blood glucose levels of drug treated and diabetes-free mice were averaged, they were comparable to those of younger, non-diabetic mice (Figure 1C). These results indicate that TSA treatment restored normoglycemia robustly in a vast majority of mice and yet a small fraction of mice failed to respond to drug treatment and developed overt diabetes. We showed previously that instead of TSA, injection of mice with the vehicle, DMSO during 18 and 24 wk of age did not influence diabetes incidence [8]. Mice protected from T1D also gained body weight (Figure 1D) and lived longer, indicating one of the beneficial effects of restoring normoglycemia. Whereas the islets of Langerhans in the pancreas of overtly diabetic mice displayed invasive and heavy cellular infiltration (Figure 1 E), those of TSA treated and cured mice had minimal or no cellular infiltration (Figure 1F) [8]. Pancreata of cured mice contained distinctly smaller and well-defined islets adjacent to blood vessels, consistent with possible neogeneration of islets in drug treated mice.

**Figure 1:**
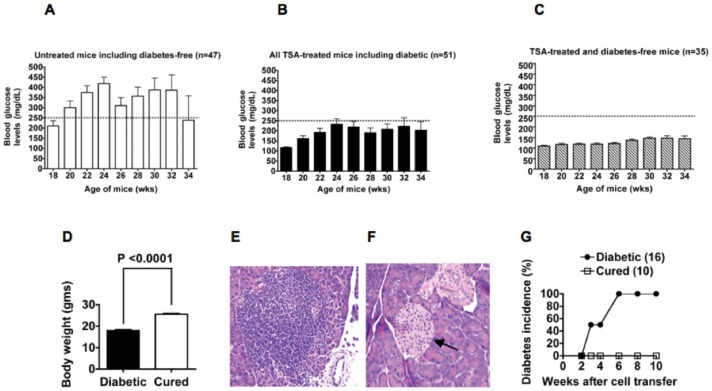
Epigenetic regulation of T1D. (**A**) The average blood glucose levels of 47 untreated female NOD mice are shown. Whereas a majority (80%) of untreated mice became diabetic (>250 mg/dL of blood glucose as indicated by the dotted line) when they reached >18 wk of age, only a minority (20%) of untreated mice remained non-diabetic till the end of the observation period, 34 wk. This is reflected by the lower non-fasting blood glucose levels at 34 wk of age in the small number of untreated mice. (**B**) Glycemic profiles of female mice treated with TSA during 18–24 wk of age indicate that a vast majority (71%) of these mice was protected from diabetes. However, the overall average blood glucose levels of these mice appeared to be higher than those found in younger (18–20 wk old) mice. This was attributed to the inclusion of higher levels of glucose in 29% of diabetic mice also in the analysis. (**C**) Depiction of glucose levels in TSA-treated mice that remained diabetes-free. Note that the levels of non-fasting glucose levels of these mice were similar to those of younger (18–20 wk old), non-diabetic mice. (**D**) Shown are changes in body weight of acutely diabetic mice and those treated with TSA (*n* = 35) at the time of sacrifice (32–34 wk of age). (**E**) Pancreatic section from overtly diabetic mice shows heavy infiltration of islets (x 40 magnification, Hematoxylin & Eosin staining). (**F**) Pancreata of cured mice typically contain smaller islets (indicated by an arrow) adjacent to blood vessels without accompanying inflammation (x 40 magnification). (**G**) Splenocytes were harvested individually from acutely diabetic mice and those cured of diabetes and transferred into individual NOD.*scid* mice. Diabetes was monitored weekly and the numbers of mice investigated are shown in parentheses.

To determine whether TSA treatment could diminish or abolish the ability of T-cells to mediate diabetes, splenocytes from cured mice were transferred into histocompatible but immunodeficient NOD.*scid* mice, which do not develop T1D due to the lack of T-cells and functional macrophages [21]. Whereas adoptive transfer of splenocytes from overtly diabetic mice induced diabetes, splenocytes derived from TSA-treated mice failed to transfer the disease into NOD.*scid* mice (Figure 1G), indicating the attenuation of the diabetogenic potential of T lymphocytes by epigenetic modulation of the genome.

### Chromatin Remodeling Altered Global Gene Expression

Previously, we have shown that TSA treatment alleviated T1D in NOD mice and also up-regulated the expression of the transcription factor *Tbx21/Tbet* and *Ifng* genes without altering the levels of some of the genes implicated in diabetes such as *Il4*, *Il17*, *Il18*, and *Tnfa* in activated T lymphocytes [8]. These data are consistent with discrete influence of chromatin remodeling on the transcriptional program of T-cells. Genome wide expression analysis, a non-hypothesis driven approach is ideal for analyzing the expression levels of thousands of genes simultaneously without bias. As in previous studies [15]–[20], we interrogated the transcriptome analysis of spleen since it is the major site of immune responses and contains both T-cells capable of transferring diabetes into immunodeficient NOD.*scid* mice [21] and macrophages that act as effectors of CD4^+^ T-cell mediated T1D [25]. Therefore, using high-throughput microarray technology, we determined the changes in global gene expression in un-induced splenocytes of 24–28 wk old, overtly diabetic mice and compared them with that of 28–34 wk old, TSA-treated and cured mice, as well as age-matched untreated-non-diabetic mice. 

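Spleen RNA of female NOD mice, a strain that develops autoimmune diabetes spontaneously, was measured on 6 Affymetrix mouse genome arrays, 2 for each of 3 groups. The groups were untreated non-diabetic mice, untreated overtly diabetic mice, and mice cured after injection of TSA (trichostatin A, an inhibitor of histone deacetylases) at 500 µg/kg body weight at weekly intervals between 18 and 24 wk of age. The paper gives 24 to 28 wk as the age of the diabetic mice and 28 to 34 wk as that of the cured mice, whereas the sample labels give 32 to 36 wk for every group. RNA of a group was combined into 1 pool, of 4 to 6 mice by the methods and 3 to 5 by the labels and the legend of Figure S1, and was then labeled and hybridized in duplicate. The spread between the arrays of a group, and every p-value from it, therefore describes hybridizations of 1 pool and not mice. The authors normalized the arrays by quantiles and summarized them by the Robust Multi-array Average method, so that each value is a log2 level. Detection calls were not used here; the array medians, from 3.79 to 3.95, show the level at which most probe sets lie near background. Groups were compared with limma on 45037 probe sets, the 64 Affymetrix control probe sets being left out, with all 6 arrays in 1 model and Benjamini-Hochberg adjustment within each comparison. A gene was represented by the probe set that Tables S2, S4 or S5 list for it, and otherwise by its brightest probe set. Their small number limits what the arrays can resolve.

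The duplicates of the untreated non-diabetic pool were most alike, with a Pearson correlation across probe sets of 0.993, against 0.973 for the diabetic and 0.966 for the TSA-treated pool (probe sets are not independent replicates). Diabetic replicate 2 correlated at 0.990 with TSA-treated replicate 1, more closely than with its own duplicate. Diabetic replicate 1 was likewise closer to untreated non-diabetic replicates 1 and 2 (0.987 and 0.985) than to its duplicate. TSA-treated replicate 1 was also closer to diabetic replicate 1 (0.979) and untreated non-diabetic replicate 1 (0.971) than to its duplicate. The signal of beta-actin, a cytoskeletal gene for which the array has control probe sets along the transcript, was higher at the 3′ end than at the 5′ end by 2.35 and 2.05 (log2) on the untreated non-diabetic arrays and by 2.42 on diabetic replicate 1. This gap was 3.32 on diabetic replicate 2, 3.45 on TSA-treated replicate 1 and 5.61 on TSA-treated replicate 2. The first principal component of the arrays held 54.2% of the variance and the second 29.0%.

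**Figure D1:**
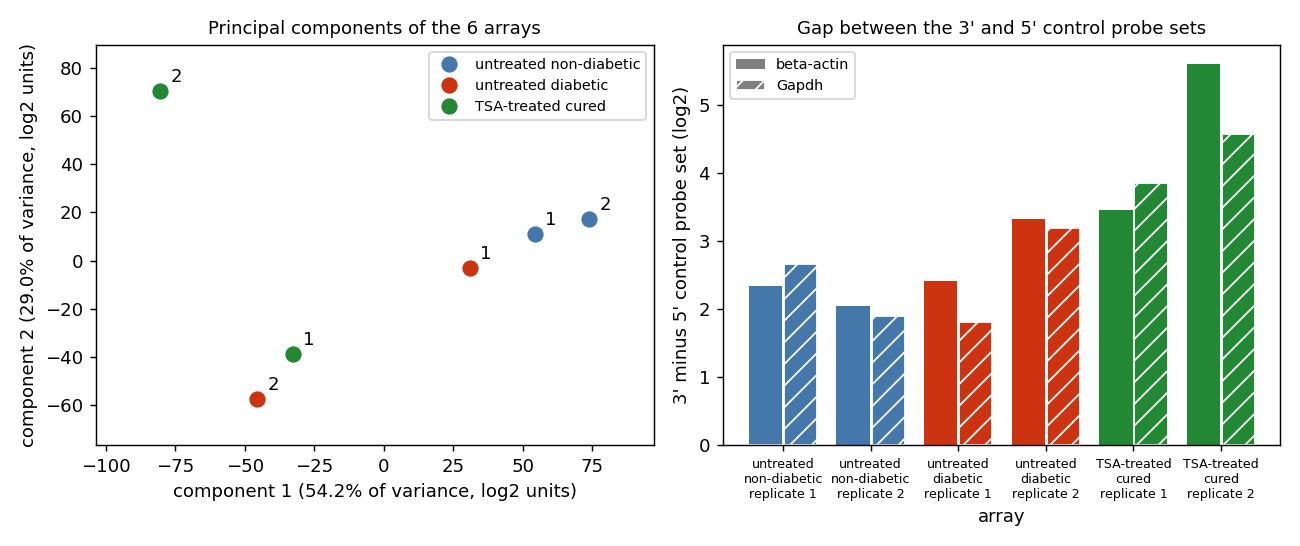
Left, the 6 arrays on their first (54.2% of the variance) and second (29.0%) principal components of the log2 levels, each point an array. Right, bars of the 3′ minus 5′ signal (log2) of the beta-actin and Gapdh control probe sets on each array; the beta-actin gap runs from 2.05 on untreated non-diabetic replicate 2 to 5.61 on TSA-treated replicate 2.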

Total RNA was extracted from individual spleens of untreated-non-diabetic mice, untreated overtly diabetic mice, and TSA-treated and cured mice. RNA was converted into cRNA, and used for hybridization with Affymetrix GeneChip Mouse Genome 430 2.0 microarrays that contain 45,000 probe sets representing 34,000 mouse genes. Three way analysis of gene expression in untreated-non-diabetic mice, overtly diabetic mice, and those cured by TSA treatment yielded 164 differentially regulated genes, filtered by an ANOVA p-value <0.05 (Table S2). These highly regulated genes were used for hierarchical clustering, which is available as supporting material (Figure S1).

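Among the probe sets that Table S2 shares with Table S5, the largest rise was that of Apol11b, a member of the apolipoprotein L family listed there as A330102K04Rik. Its log2 level was 7.32 ± 0.20 (SD, n = 2 arrays) in untreated non-diabetic, 8.60 ± 0.11 in diabetic and 10.43 ± 0.09 in TSA-treated mice, a rise of 3.11 in TSA-treated against untreated non-diabetic mice (standard error 0.18, adjusted p = 0.00716 from limma); it was chosen after its values were seen. Srpk3, a serine/arginine protein kinase, was at 10.41 ± 0.05, 9.36 ± 0.01 and 8.70 ± 0.06 and fell by 1.71 in TSA-treated mice (adjusted p = 0.0444 from limma), a call that was lost without TSA-treated replicate 2 or either untreated non-diabetic array, with both filters on level, with limma's intensity trend, with either further normalization and with the mean of all probe sets of the gene (-0.77). The table used here holds 137 different probe sets in 140 lines, fewer than the 164 genes it describes. Of these, 15 rose and 1 fell in diabetic against untreated non-diabetic mice, 11 rose and 2 fell in TSA-treated against untreated non-diabetic mice, and 4 were higher in diabetic than in TSA-treated mice. Adjusted over the list alone, the counts were 74 and 22, 88 and 23, and 20 higher and 9 lower. The study chose the list on these arrays, so the counts are not independent evidence. All 137 probe sets had a log2 level over 10 in at least 2 arrays, as did 1194 on the array as a whole, of which 230 had a p under 0.05 by one-way analysis of variance (unadjusted), a filter tried after seeing the data.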

Gene ontology was analyzed on these 164 genes using the DAVID bioinformatics resources tool [23]. Among the filtered 134 genes (Table S2), 60 (44.7%) and 50 (37.3%) genes, respectively code for phosphoproteins and acetylases, whereas 23 (17.1%) encode hydrolases, and 20 (14.9%) code for proteolytic enzymes (Table S3). A sizable fraction of these genes code for cytoplasmic proteins (n = 32, 23.8%) and non-membrane bounded organelles (n = 24, 17.9%). 

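Genes of pancreatic digestive enzymes had low levels in the spleen RNA of untreated non-diabetic mice and high levels in that of diabetic mice. Amy2, pancreatic amylase, had a log2 level of 4.53 ± 0.09 (SD, n = 2 arrays) in untreated non-diabetic and 13.04 ± 0.18 in diabetic mice, a rise of 8.51 (standard error 0.22, adjusted p = 0.000178 from limma). Clps, colipase, the cofactor of pancreatic lipase, rose by 7.91 (standard error 0.19, adjusted p = 0.000178 from limma). Of 20 measured genes of a list of 28 digestive enzymes and colipase fixed in advance, 16 rose in diabetic mice, none fell and 4 did not pass the test (19 rose when adjusted over the list alone); 15 of the 20 stand in Table S4, which the study chose on these arrays, so for them the count is not independent evidence. The median change of the list was 6.04 (camera with its preset correlation, adjusted p = 5.24e-79; adjusted p = 0.0831 with an estimated correlation). In TSA-treated mice Amy2 was at 10.31 ± 0.34 and Clps at 9.93 ± 0.10, and 10 of the 20 genes lay above untreated non-diabetic mice at an adjusted p under 0.05, calls that were lost without either untreated non-diabetic array. Of 20 measured islet hormone and endocrine cell genes and 12 duct cell genes, 0 passed limma's test in any of the 3 comparisons, and the count was 0 also at an unadjusted p under 0.05 and by the LPE test. Of the 17 probe sets of Table S4, 14 rose and 1 fell in diabetic against untreated non-diabetic mice. The 3′ minus 5′ gap of Gapdh, a sign of shorter RNA, was 1.82 on diabetic replicate 1 and 3.19 on replicate 2, and both arrays carried these transcripts, with a median log2 level over the list of 11.51 and 11.59.

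**Figure D2:**
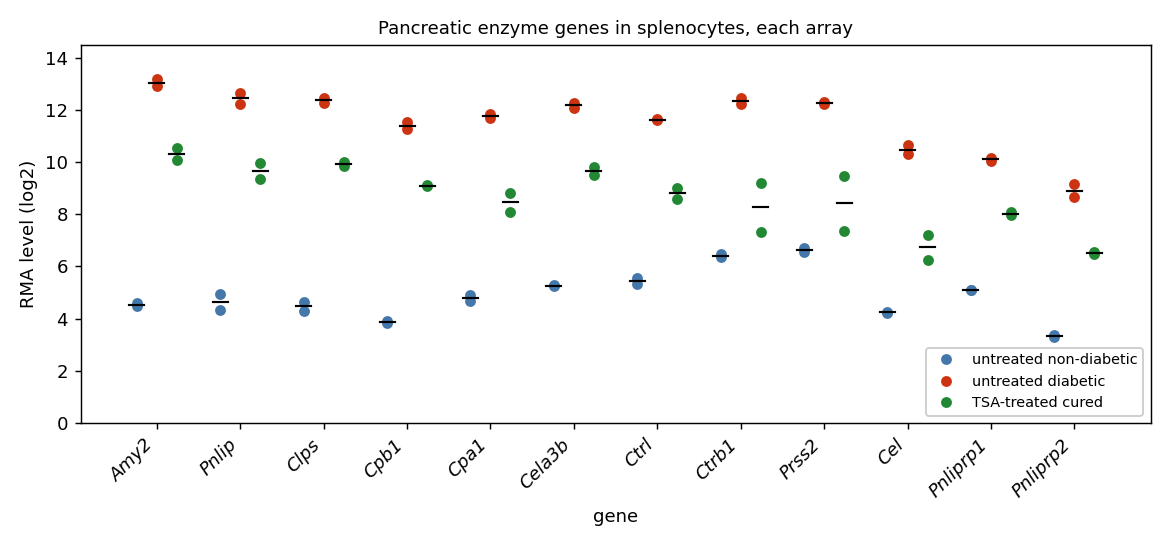
Log2 level (RMA) of 12 pancreatic enzyme genes on each of the 6 arrays; points are arrays, horizontal bars the mean of the 2 arrays of a group. Amy2 lies at 4.53 in untreated non-diabetic, 13.04 in untreated diabetic and 10.31 in TSA-treated mice.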

Area-proportional Venn diagram indicated that a distinct, non-overlapping set of genes (n = 17) was over-expressed in spleens of acutely diabetic mice (Table S4), which were repressed by TSA treatment (Figure 2A). Principal component analysis validated the up-regulation of a set of pro-inflammatory genes in un-induced spleens of overtly diabetic mice, and their repression by chromatin remodeling (Figure 2B). 

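Within the digestive enzyme list, 6 genes were higher in diabetic than in TSA-treated mice, none was lower and 14 did not pass limma's test (19 were higher when adjusted over the list alone). Among the 6 was Pla2g1b, pancreatic phospholipase A2, at 8.20 ± 0.28 in diabetic and 4.63 ± 0.39 in TSA-treated mice (log2, SD, n = 2 arrays, adjusted p = 0.0448 from limma); its level in untreated non-diabetic mice was 3.47 ± 0.25. With the mean of all its probe sets the difference was 1.15 and not called. The median difference of the list was 2.79 (camera adjusted p = 1.49e-53, adjusted p = 0.147 with an estimated correlation), and all 20 genes lay above 0. All 17 probe sets of Table S4 were also higher in diabetic than in TSA-treated mice by their means, 5 of them at an adjusted p under 0.05 and all 17 when adjusted over the list alone, which is not independent evidence since the study chose the list on these arrays. The calls of this comparison were lost without any 1 of the arrays other than TSA-treated replicate 1, in a fit of the 2 groups alone and with median centring. In a principal component analysis of the 3 group differences of the 137 probe sets of Table S2, each difference scaled to unit variance, the first component held 82.0% of the variance and the second 18.0%; the third difference follows from the other two, so these sum to the whole by construction. Of the 17 probe sets farthest out on the first component, 15 stand in Table S4, which shares 16 probe sets with Table S2.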

Further analysis revealed that these pro-inflammatory genes are co-localized and interact with each other, indicating their close physical proximity and functional relationships (Figure 3). In addition to genes coding for lipases, *Pnliprp1, Pnliprp2, Cel*, and *Pnlip*, those encode peptidases such as *Ctrl*, *Cpb1*, *Ctrb1*, *Prss2, Cpa2, and Cpa1* constitute the constellation of genes that may impact T1D pathogenesis.

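Among the lipases, Pnlip, pancreatic triglyceride lipase, stood at a log2 level of 4.63 ± 0.45 (SD, n = 2 arrays) in untreated non-diabetic, 12.44 ± 0.28 in diabetic and 9.67 ± 0.44 in TSA-treated mice. Its rise of 7.81 in diabetic mice had an adjusted p of 0.000873 from limma, and the difference of 2.77 between diabetic and TSA-treated mice one of 0.168. Pnliprp1, a protein related to pancreatic lipase, passed the test in all 3 comparisons, with levels of 5.09 ± 0.01, 10.11 ± 0.08 and 8.02 ± 0.08. Its call between diabetic and TSA-treated mice was lost also with limma's intensity trend and with quantile normalization again. The LPE test as written here lost it as well (adjusted p = 0.196), whereas Table S4 prints a far smaller adjusted p. Pnliprp2 rose by 5.57 in diabetic and by 3.19 in TSA-treated mice against untreated non-diabetic mice (adjusted p = 0.000619 and 0.00977 from limma), the latter lost without TSA-treated replicate 2 or either untreated non-diabetic array. Cel, bile salt-dependent lipase, rose by 6.23 in diabetic mice (adjusted p = 0.00311 from limma) and was 3.74 higher there than in TSA-treated mice (adjusted p = 0.0669); its call in diabetic mice was lost without diabetic replicate 2 or either untreated non-diabetic array.

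Of the peptidases, the carboxypeptidase Cpb1 rose from 3.86 ± 0.06 to 11.39 ± 0.19 in diabetic mice and stood at 9.09 ± 0.03 in TSA-treated mice (SD, n = 2 arrays), and passed limma's test in all 3 comparisons, as did the chymotrypsin-like Ctrl, at 5.45 ± 0.16, 11.62 ± 0.04 and 8.81 ± 0.30. The call of Cpb1 between diabetic and TSA-treated mice was lost also with limma's intensity trend and with quantile normalization again. Cpa1, another carboxypeptidase, rose by 6.98 in diabetic and 3.66 in TSA-treated mice (adjusted p = 0.000705 and 0.0185 from limma), the latter lost with median centring and without either untreated non-diabetic array. The probe sets listed for Ctrb1, chymotrypsinogen, and Prss2, a trypsin, were higher in diabetic mice by 5.92 and 5.65 without passing the test (adjusted p = 0.0504 and 0.113 from limma). Their TSA-treated arrays lay far apart, at 9.18 and 7.34 for Ctrb1 and at 9.48 and 7.37 for Prss2. By the LPE test both passed (adjusted p = 5.24e-114 and 1.9e-105), and a further probe set of Prss2, chosen after its values were seen, rose by 6.53 (adjusted p = 0.000178 from limma). From the amelioration of diabetes by TSA together with the repression of these genes, the paper proposes their possible involvement in type 1 diabetes.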

**Figure 2:**
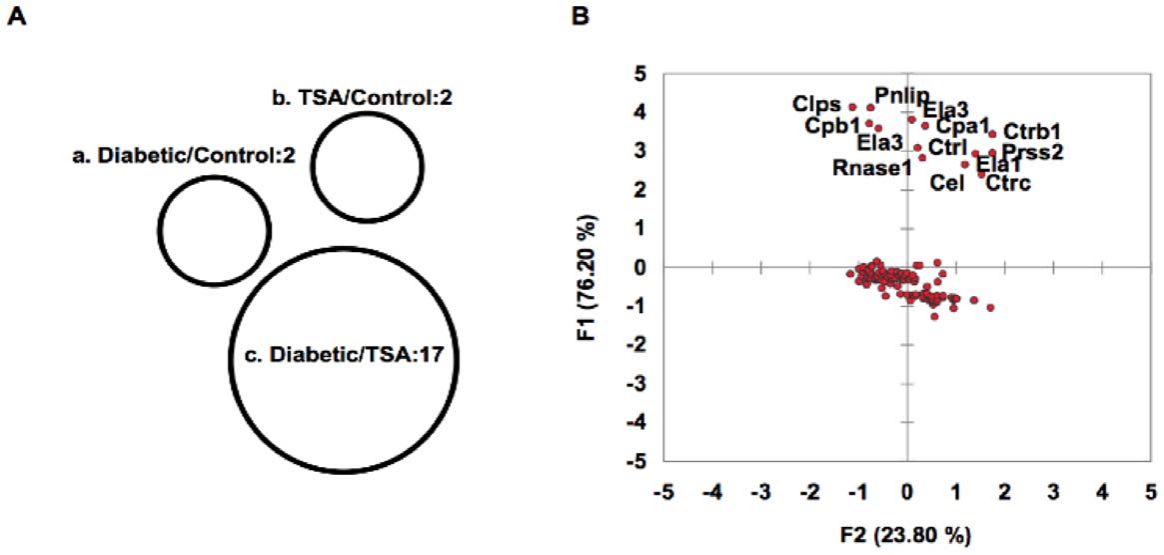
Genome wide expression profiling of splenocytes. (**A**) Differentially expressed 164 genes obtained from the microarray analysis were further analyzed. The area-proportional Venn diagram depicts 17 genes that were over-expressed in diabetic mice in comparison to TSA-treated mice. (**B**) Principal component analysis of diabetic/TSA-treated (F1) group indicates significant up-regulation of the same set of genes (*Clps, Pnlip, Cpb1, Ela3, Cpa1, Ctrb1, Ctrl, Prrs2, Rnase1, Ela1, Cel,* and *Ctrc*) depicted in Venn diagram (group c in **A**).

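Of the other genes named for this component, the elastase gene Ela3 (Cela3b) passed limma's test in all 3 comparisons, with a log2 level of 5.26 ± 0.04 (SD, n = 2 arrays) in untreated non-diabetic, 12.18 ± 0.13 in diabetic and 9.65 ± 0.21 in TSA-treated mice. Rnase1, a secreted ribonuclease, did so too, at 5.34 ± 0.07, 10.72 ± 0.03 and 8.21 ± 0.20. The call of Cela3b between diabetic and TSA-treated mice was lost also with quantile normalization again. Ela1 (Cela1), another elastase, and Ctrc, chymotrypsin C, rose in diabetic mice by 5.35 and 4.52 (adjusted p = 0.0089 and 0.00724 from limma), calls that were lost without diabetic replicate 2 or either untreated non-diabetic array. They were 3.16 and 3.19 higher in diabetic than in TSA-treated mice without passing the test (adjusted p = 0.148 and 0.0669 from limma). Each of these 4 genes was higher on both diabetic arrays than on either TSA-treated array.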

**Figure 3:**
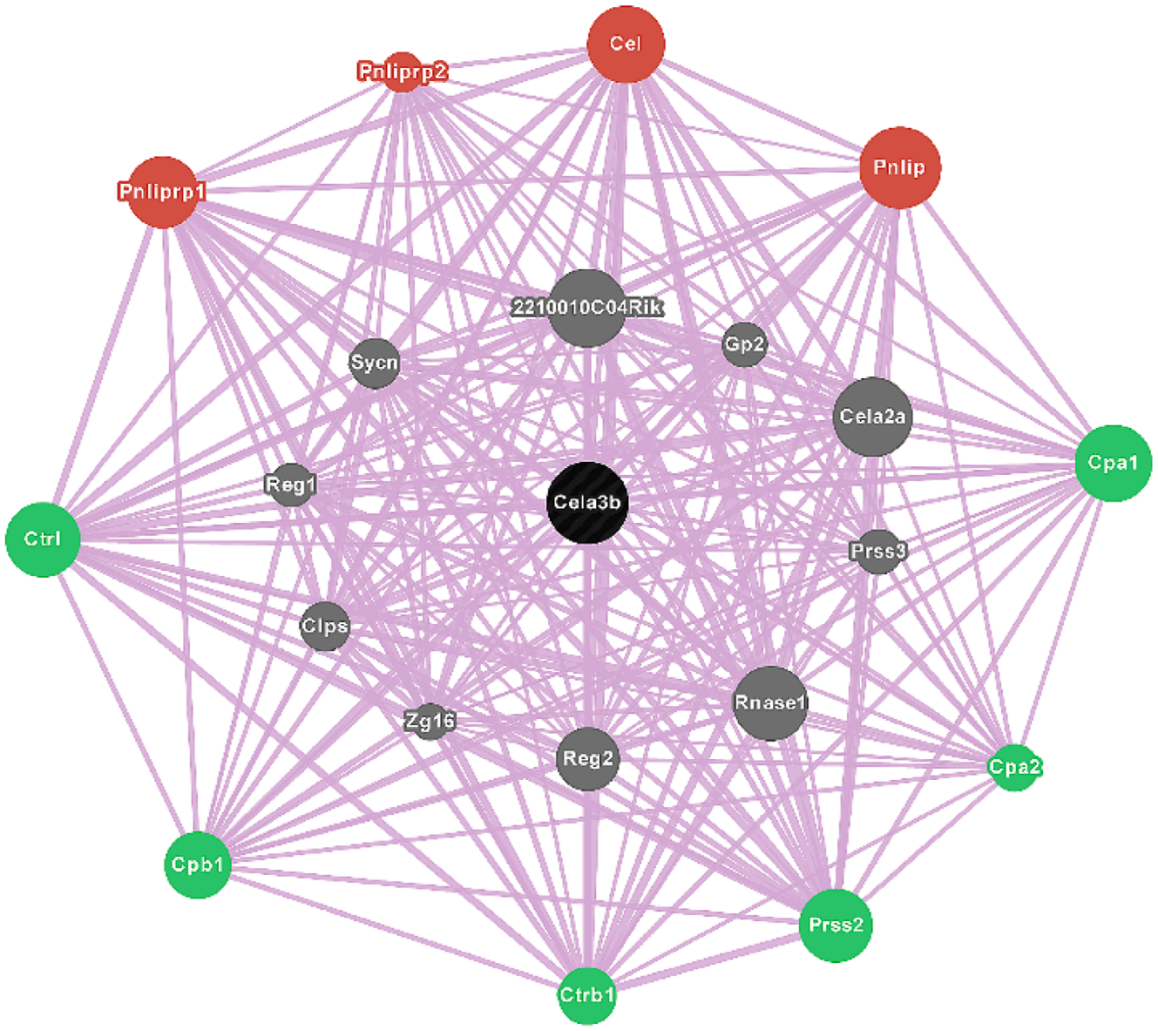
Epigenetic regulation of genes. GeneMANIA fast gene function predictions indicate the interrelationships between highly expressed genes in diabetic mice. The queried gene (black node), *Cela3b* is co-localized with numerous genes that share similar characteristics, including *Cela2a*, *Prss3*, *Rnase1,* and *Sync* (grey nodes). Closely related peptidases, *Ctrl, Cpb1*, *Ctrb1*, *Prss2, Cpa2*, and *Cpa1* (green nodes) and lipases, *Pnliprp1, Pnliprp2, Cel*, and *Pnlip* (red nodes) are also depicted.

### Validation of Repressed Inflammatory Genes in Drug Treated Mice by qRT-PCR

Expression levels of selected top hit genes were verified by qRT-PCR using primer sets that we validated following MIQE guidelines and RNA derived from spleens and pancreata of mice that were different from those used for microarray analysis. Treatment with TSA significantly suppressed the expression of 4 out of 9 genes tested, *Cela3b* (elastase 3), *Cpb1* (carboxyepetidase B1), *Pnlip* (pancreatic lipase), and *Cel* (carboxyl ester lipase) in spleens (Figure 4A). In addition to *Cela3b*, *Pnilp*, and *Cel, Pnliprp-1* (pancreatic lipase-related protein 1) was also repressed in the target organ, pancreas of cured mice (Figure 4B). However, *Ctrl* (chymotrypsin-like) gene substantially over-expressed in the exocrine pancreas [26] was not repressed by TSA treatment, indicating the selectivity of gene regulation by chromatin remodeling in the pancreata.

**Figure 4:**
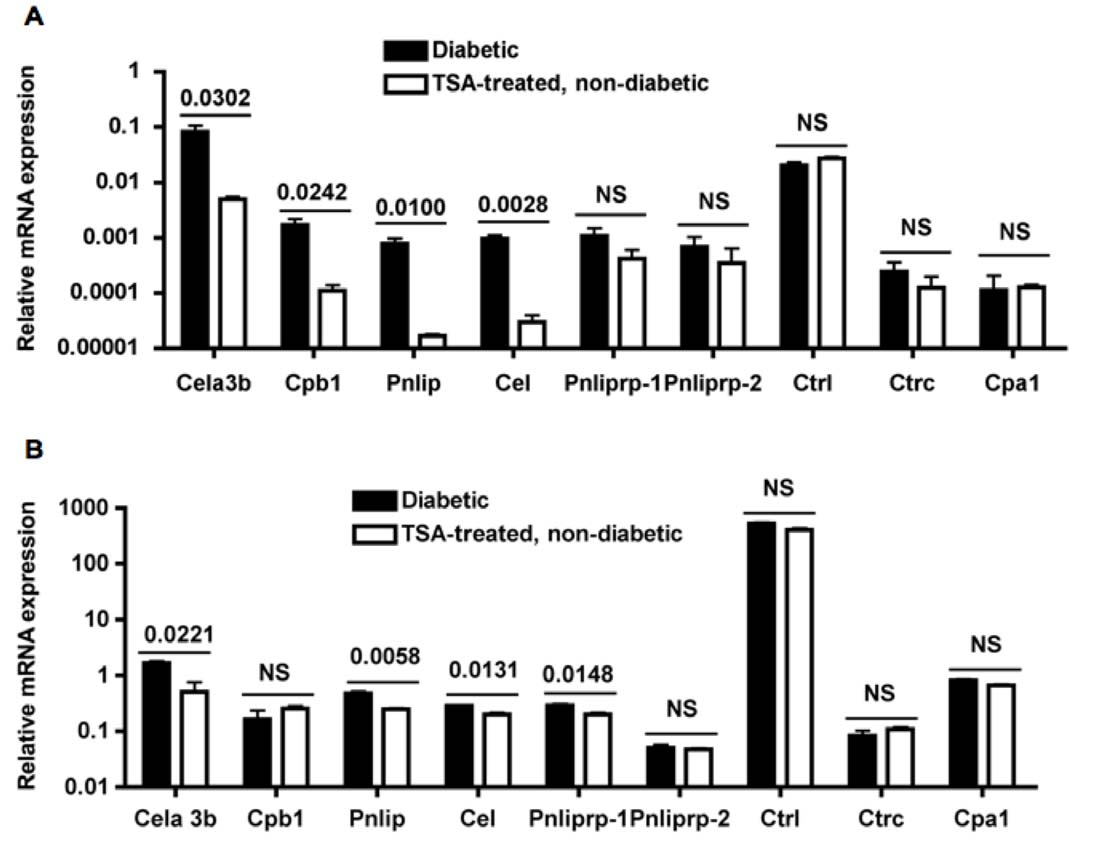
Repression of gene expression in splenocytes and pancreata by TSA treatment. (**A**) Total RNA was extracted from splenocytes of 24–28 wk old overtly diabetic mice and 28–34 wk old TSA-treated and cured mice that were different from those used for microarray analysis. RNA was converted into cDNA and used for validation of microarray data by qRT-PCR. (**B**) Expression of the same set of genes was determined by using RNA isolated from pancreata of diabetic and cured mice. Mean +/− SD of triplicate determinations from a representative of 2–3 experiments are shown. In each experiment, RNA was pooled from 3–5 mice. P values between groups are indicated. NS, not significant.

### Concurrent Exaggerated Expression of Genes Involved in Critical Cellular Functions by Chromatin Remodeling

In tissue culture cell lines, treatment with HDAC inhibitors unleashed the transcription of ∼20% of genes [12]. 

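The median level of cell cycle genes above the untreated non-diabetic mean was 0.57 and 0.95 on the diabetic arrays and 1.28 and 0.79 on the TSA-treated arrays (log2). Of 50 measured genes of a cell cycle list fixed in advance, 0 passed limma's test in any comparison. Against untreated non-diabetic mice, 30 were higher in TSA-treated and 19 in diabetic mice when adjusted over the list alone, none between diabetic and TSA-treated mice. The unadjusted p was under 0.05 for 34, 26 and 12 of them, the LPE test called 8, 1 and 0, and 10 of the 50 stand in Table S5. The median difference of TSA-treated from untreated non-diabetic mice was 1.01 (camera adjusted p = 6.39e-19, adjusted p = 0.23 with an estimated correlation). That of diabetic from untreated non-diabetic mice was 0.75 (camera adjusted p = 1.44e-21, adjusted p = 0.228 with an estimated correlation). That of diabetic from TSA-treated mice was -0.30 (camera adjusted p = 2.11e-06, adjusted p = 0.431 with an estimated correlation), a call that was lost without TSA-treated replicate 1, where the median was 0.0101. Ccnb1, cyclin B1 of the mitotic phase, had a log2 level of 9.08 ± 0.05 (SD, n = 2 arrays) in untreated non-diabetic, 10.23 ± 0.14 in diabetic and 10.55 ± 0.20 in TSA-treated mice, and Mki67, a marker of proliferating cells, 11.42 ± 0.04, 12.06 ± 0.22 and 12.40 ± 0.01. H2afz, the histone variant H2A.Z, was at 9.94 ± 0.00, 10.47 ± 0.04 and 11.19 ± 0.26, and Stmn1, a regulator of microtubules, at 11.16 ± 0.05, 11.68 ± 0.20 and 12.16 ± 0.14. Atg4a, a protease of autophagy, was at 8.65 ± 0.05, 9.61 ± 0.26 and 10.19 ± 0.12, and March5, a ubiquitin ligase of mitochondria, at 9.69 ± 0.06, 10.27 ± 0.24 and 10.88 ± 0.04. None of these 6 differences passed limma's test over all probe sets: in TSA-treated against untreated non-diabetic mice the adjusted p was 0.0894 for Ccnb1 and Atg4a, 0.101 for H2afz, 0.105 for March5, 0.124 for Mki67 and 0.127 for Stmn1, and in diabetic against TSA-treated mice it was 0.902 for each. The Gapdh gap between 3′ and 5′ ends was 3.85 and 4.58 on the TSA-treated arrays, on which these genes lay highest, against 2.67 and 1.91 on the untreated non-diabetic arrays.

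**Figure D3:**
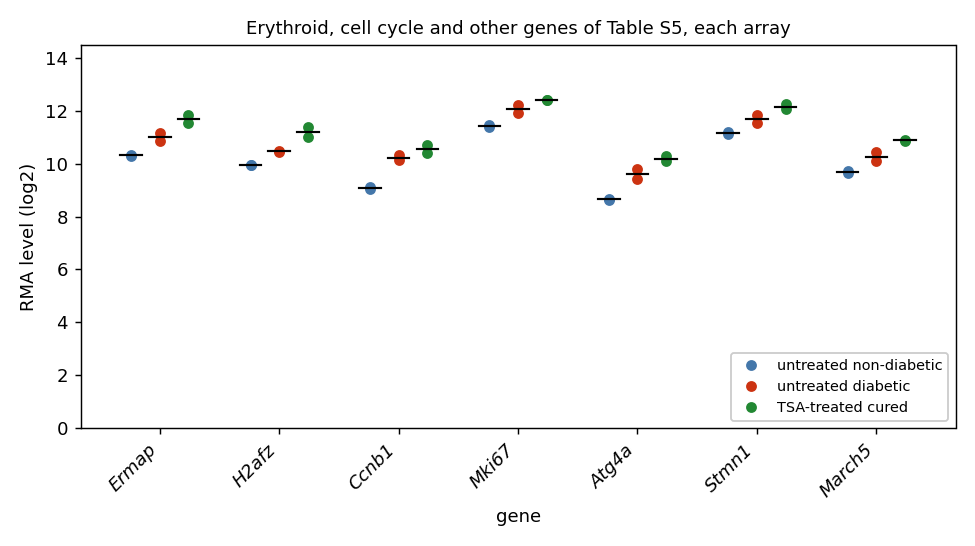
Log2 level (RMA) of 7 genes of Table S5 on each of the 6 arrays; points are arrays, horizontal bars the mean of the 2 arrays of a group. Ccnb1 lies at 9.08 in untreated non-diabetic, 10.23 in untreated diabetic and 10.55 in TSA-treated mice.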

Although an estimate of the proportion of genes that are up regulated *in vivo* by HDAC inhibitors is unknown, our microarray analysis indicated the up-regulation of a large number of genes (*n* = 117) in spleens by chromatin remodeling (Table S5). Venn diagram indicated that some of these genes were commonly up-regulated in untreated-non-diabetic mice as well (Figure 5A). 

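Of the 115 different probe sets of Table S5, 89 had a higher mean in TSA-treated than in diabetic mice and 26 a lower one. Their order among the groups varied: 70 had their highest mean in TSA-treated mice, above both untreated groups, and 22 were higher in TSA-treated and in untreated non-diabetic mice than in diabetic mice. Between diabetic and TSA-treated mice 0 of the 115 passed limma's test, 27 were lower in diabetic mice at an unadjusted p under 0.05, and the LPE test called 0. Between TSA-treated and untreated non-diabetic mice, Apol11b rose and Srpk3 fell, and 70 rose and 21 fell when adjusted over the list alone. The study chose the list on these arrays, so these counts are not independent evidence. The median over the table was -0.20 for diabetic minus TSA-treated and 0.61 for TSA-treated minus untreated non-diabetic mice.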

We validated several of these highly up-regulated genes by qRT-PCR. Of note is the substantial increase in the expression of erythrocyte-specific gene, *Ermap* (erythroblast membrane-associated protein) [27] in both spleens (Figure 5B) and pancreata of cured mice (Figure 5C). However, other genes such as *H2afz* (histone H2A family member Z), important for proper gene expression and genome stability [28], *Ccnb1* (cyclin B1) involved in cell cycling [29], and *Atg4* (autophagy related 4A) gene, crucial for clearance of damaged cells [30], were up-regulated by TSA treatment only in spleens (Figure 5B) and not in the pancreas (Figure 5C).

**Figure 5:**
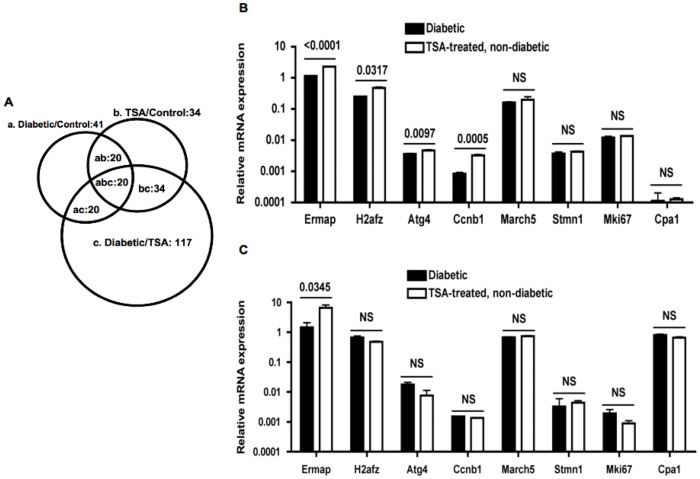
Exaggerated expression of genes in spleens and pancreata of TSA treated mice. (**A**) Area-proportional Venn diagram depicts the distribution of 117 over-expressed genes in TSA treated group (c). Small numbers of genes were also differentially expressed in other combinations (a and b). (**B**) A selected set of genes up-regulated following TSA treatment based on microarray hybridization signals was validated by qRT-PCR using RNA derived from splenocytes of diabetic and cured mice, as described in Figure 4. Total RNA was converted into cDNA and analyzed. (**C**) Gene expression was analyzed using RNA derived from pancreata of overtly diabetic mice and TSA-treated and cured mice. Each data point represents the mean +/− SD of triplicate determinations from a representative of 2–3 experiments. In each experiment, RNA was pooled from 3–5 mice. P values between groups are indicated. NS, not significant.

Interestingly, lysocardiolipin acyltransferase (*Lycat*), involved in the development of hematopoietic and endothelial lineages during embryogenesis [31], was enhanced in both spleens (Figure 6A) and pancreata of drug-treated mice (Figure 6B). The expression of the gene encoding the receptor of migration inhibition factor (MIF), CD74 was also enhanced in spleens (Figure 6A) but not in the pancreas of cured mice (Figure 6B). Insulin-producing β-cells are exquisitely sensitive to oxidant-induced injury and up-regulation of anti-oxidants can potentially alleviate diabetic complications [32]. Consistently, TSA treatment increased the expression of anti-oxidant genes, *Prdx6* (peroredoxin 6) and *Gpx1* (glutathione peroxidase 1), whereas *Prdx1* (peroredoxin 1) was decreased, and the levels of *Txn1* (thioredoxin 1) and *Sod1* (superoxide dismutase 1) remained unaltered in spleens (Figure 6A). In contrast, TSA treatment did not influence the expression of the anti-oxidant gene *Prdx6* or *Sod1* in pancreata (Figure 6B), suggesting the tissue-specific nature of the epigenetic regulation of anti-oxidant genes.

**Figure 6:**
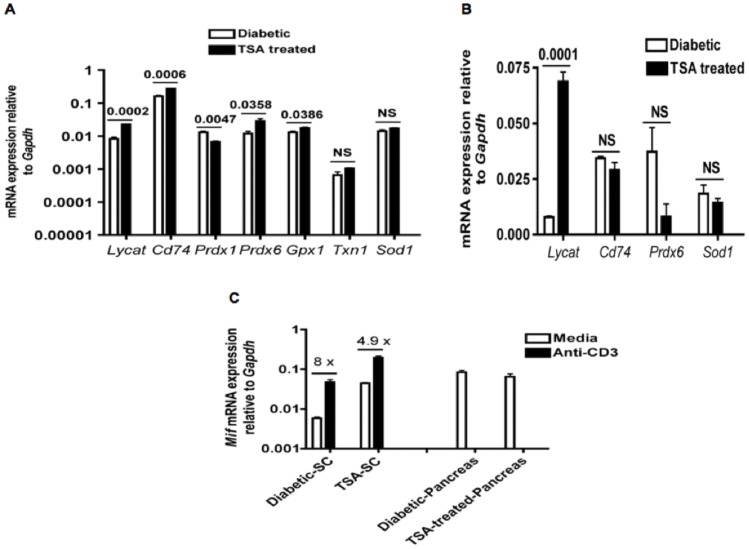
Modulation of genes implicated in various cellular functions by TSA treatment. (**A**) Total RNA was derived from splenocytes of diabetic and cured mice as indicated in Figure 4 & 5, and used for analyzing the expression of anti-oxidant genes and additional genes by qRT-PCR. (**B**) Total RNA derived from pancreata was probed similarly for the expression of indicated genes. (**C**) Splenic T lymphocytes from diabetic and cured mice were stimulated with immobilized anti-CD3, RNA extracted and analyzed for *Mif* expression. Steady state level expression of *Mif* was also analyzed in pancreata by qRT-PCR. Fold-increase in *Mif* gene expression is indicated. Each data point represents mean +/− SD of triplicate determinations. P values are given. NS indicates not significant. SC, splenocytes.

Treatment of NOD mice with TSA increased the steady state level expression of the gene encoding MIF, (*Mif*) in un-induced splenocytes in comparison to that of diabetic mice (Figure 6C). In order to determine whether epigenetic modulation can increase the inducible expression of *Mif* in T-cells, splenocytes were stimulated with immobilized anti-CD3 antibody and the transcript level was determined by qRT-PCR. Even though activation increased the expression of *Mif* in T-cells derived from diabetic spleens, higher level of *Mif* transcript was evident in activated T-cells from TSA-treated and cured mice (Figure 6C). In contrast, TSA treatment failed to alter the constitutive expression of *Mif* in pancreata. Thus, chromatin remodeling enhanced the expression of genes encoding MIF and its canonical receptor CD74 [33] in spleens but not in the target organ, pancreas (Figure 6A, B & C). Taken together, these data indicate that chromatin remodeling abrogated the diabetogenicity of T lymphocytes, accompanied by significant changes in gene expression in spleens and only with modest effects on the transcription of genes in pancreata.

## Discussion

Here we report for the first time, the results of the transcriptome analysis of overtly diabetic female NOD mice and age- and sex-matched mice that were rendered diabetes free by epigenetic modulation of the genome using a small molecule HDAC inhibitor, TSA. This is in contrast to previous transcriptome analyses of peripheral lymphoid tissues obtained from prediabetic, typically 4–12 wk old NOD mice, diabetes-resistant NOD congenic strains harboring the entire MHC class II or *Idd* loci from diabetes resistant B6 and B10 mice [15]–[19] as well as NOD mice immunized to prevent diabetes [20]. Since pancreata of prediabetic NOD mice are characterized by benign insulitis without aberrant glucose control [24], changes in gene expression documented in previous studies are relevant to the induction phase of the disease whereas those unraveled in our study pertain to the manifestation of full blown diabetes. 

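Of 17 measured of 27 MHC class I and II genes, which present antigen to T cells, limma called 0 single transcripts in each comparison. In TSA-treated against untreated non-diabetic mice, 5 were lower at an unadjusted p under 0.05, none when adjusted over the list alone, and 1 by the LPE test. As a set, they were lower in TSA-treated mice, by a median of -0.43 on the log2 scale (camera adjusted p = 0.00214, adjusted p = 0.37 with an estimated correlation), a call that was lost without TSA-treated replicate 2, where the median was -0.28 (-0.63 without replicate 1), and higher in diabetic than in TSA-treated mice by 0.42 (camera adjusted p = 0.00288, adjusted p = 0.431 with an estimated correlation), a call also lost without that array. Over the alternatives the median of diabetic against TSA-treated mice ran from 0.12 to 0.63. On TSA-treated replicate 2, 22.4% of probe sets had a log2 level over 6, against 25.2% to 25.8% on the other 5 arrays.

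Of the non-MHC genes, Ptpn22, a phosphatase of T cell signaling, was well above background, at 8.49 ± 0.07 (log2, SD, n = 2 arrays) in untreated non-diabetic, 8.56 ± 0.61 in diabetic and 8.62 ± 0.02 in TSA-treated mice. Ctla4, an inhibitory receptor of T cells, was at 5.67 ± 0.03, 5.81 ± 0.54 and 5.80 ± 0.01. The insulin gene Ins2 was at 4.28 ± 0.18, 4.13 ± 0.31 and 4.15 ± 0.05, and Il2ra, the receptor chain for IL-2, at 3.71 ± 0.10, 4.09 ± 0.48 and 4.12 ± 0.10, both close to the array medians. Il21 was at 3.49 ± 0.35, 3.42 ± 0.30 and 3.62 ± 0.18. Of 6 measured genes of this list, limma called 0 in the 3 comparisons, as at an unadjusted p under 0.05 and by the LPE test, and camera called it in none.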

Surprisingly, chromatin remodeling did not alter the expression of any of the “disease-associated” genes implicated in T1D, such as MHC class I and II loci, as well as non-MHC linked genes such as *Ins, Ctla4, Il2, Il2ra, Il21, and Ptpn22* [3]. These data suggest that although ‘susceptibility genes’ may predispose mice for diabetes development in an unknown manner, quantitative modification of these genes does not seem mandatory for the manifestation of full-blown diabetes later in life.

It is remarkable that the combination of microarray analysis and epigenetic modulation of the genome unraveled the exaggerated expression of a novel set of 17 closely related inflammatory genes in spleens of overtly diabetic NOD mice. 

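Some transcripts of acinar cells outside the digestive enzymes rose in diabetic mice as well. Sycn, a protein of zymogen granules, had a log2 level of 4.33 ± 0.28 (SD, n = 2 arrays) in untreated non-diabetic, 11.41 ± 0.27 in diabetic and 8.70 ± 0.21 in TSA-treated mice (adjusted p = 0.00037 for diabetic against untreated non-diabetic mice from limma). Of 23 measured acinar cell genes of this kind, 6 rose in diabetic mice, none fell and 17 did not pass the test (12 rose when adjusted over the list alone); 4 rose in TSA-treated mice (7 over the list alone). The median in diabetic mice was 0.58 (camera adjusted p = 2.33e-20, adjusted p = 0.122 with an estimated correlation), and 1 of the 23 stands in Table S4. Over the alternatives this median ran from 0.54 to 3.28. The trypsinogen 2210010C04Rik rose from 5.27 ± 0.19 to 12.53 ± 0.09 (SD, n = 2 arrays, adjusted p = 0.00311 from limma) and the elastase Cela2a by 6.90 (adjusted p = 0.0166 from limma). Both calls were lost without diabetic replicate 2 or either untreated non-diabetic array. A further probe set of 2210010C04Rik, chosen after its values were seen, rose by 7.95 (adjusted p = 0.000172 from limma) and passed in all 3 comparisons. Yet another rose by 3.26 (adjusted p = 0.0145 from limma). Prss3, another trypsin, was 1.78 higher without passing the test (adjusted p = 0.0504).

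Markers of the spleen's own myeloid cells were tested as well. Of 24 measured monocyte and macrophage genes limma called 0, with 5 higher at an unadjusted p under 0.05, and their median was 0.32 in diabetic against untreated non-diabetic mice (camera adjusted p = 0.00859, adjusted p = 0.571 with an estimated correlation), a call that was lost without diabetic replicate 1; the median was 0.45 without that array and 0.16 without replicate 2. Of 20 measured neutrophil genes it also called 0, with 7 higher at an unadjusted p under 0.05 and 7 when adjusted over the list alone, and their median was 0.54 (camera adjusted p = 2.29e-06, adjusted p = 0.228 with an estimated correlation). The LPE test called 0 and 2 of these lists.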

We validated the higher expression of *Cel* (carboxyl ester lipase), *Cela3b* (chymotrypsin-like elastase family, member 3B), and *Pnlip* (pancreatic lipase) in both spleens and pancreata of overtly diabetic mice by qRT-PCR, gold standard for the quantification of gene expression. Similarly, previous microarray studies noted higher expression of carboxyl ester lipase (*Cel*) in spleens of prediabetic NOD mice when compared to diabetes-resistant strains of mice [15], [19]. Although these genes are highly expressed in the exocrine pancreas, they are also expressed in inflammatory cells such as macrophages and neutrophils under pathological conditions, including infections [34]–[36]. Since monocytes but not neutrophils are predominantly found in the inflammatory infiltrate of the islets [25], the pro-inflammatory genes identified in our study are likely to be expressed by monocytes localized in the pancreas under diabetic condition. Inasmuch as CD4^+^ T-cells appear to mediate T1D via macrophages in the NOD.*scid* adoptive transfer model [25], failure of splenocytes from TSA treated mice to transfer diabetes in NOD.*scid* mice is likely to be due to altered transcription of these genes in CD4^+^ T-cells as well as in macrophages. Although exposure of diabetogenic CD4^+^ T-cells derived from BDC2.5 transgenic mice to TNF-α resulted in the suppression of T cell responses *in vitro* and altered expression of several genes involved in signaling pathways coupled to the T cell receptor, it is not known whether these alterations can impact the manifestation of diabetes [37]. Our observation that TSA treatment resulted in the amelioration of diabetes and repression of a novel set of inflammatory genes is consistent with the possible involvement of these genes in T1D manifestation. Further work is necessary to determine the mechanisms by which the products of these unconventional inflammatory genes can directly or indirectly exert damage to β-cells.

Circumstantial evidence suggests that exaggerated expression of inflammatory cytokines such as IL-6 and TNF-α may contribute to the pathogenesis of several diseases, including T1D [38]. However, the microarray data presented in this report failed to reveal modulation of genes encoding IL-2, IL-4, IL-17, IL-18, TNF-α and iNOS in splenocytes of TSA-treated and cured mice. This may be due to the fact that except *Inos*, all other genes are expressed only after T-cell receptor-mediated activation and therefore will not be discerned by the microarray analysis of un-induced splenocytes. 

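None of the cytokine genes named here, nor Nos2, the gene of iNOS, was called different by limma in any comparison. Il18, an interleukin of macrophages, was the only one of these 6 genes at a clearly measurable level, 8.76 ± 0.14 (log2, SD, n = 2 arrays) in untreated non-diabetic, 9.45 ± 0.21 in diabetic and 9.06 ± 0.15 in TSA-treated mice. Its difference of 0.30 between TSA-treated and untreated non-diabetic mice had an adjusted p of 0.542 from limma. Tnf was at 5.27 ± 0.43, 5.32 ± 0.29 and 5.80 ± 0.50. Nos2 was at 3.37 ± 0.04, 3.38 ± 0.33 and 3.31 ± 0.38, and Il17a, Il4 and Il2 lay between 2.57 and 3.53 in every group, at or under the array medians, where a change would be hard to see. Il18 in diabetic mice was the 1 difference at an unadjusted p under 0.05, and the LPE test called 0.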

Our previous study indicated that TSA treatment failed to change the expression levels of genes coding for IL-2, IL-4, IL-17, IL-18, and TNF-α in activated T-cells [8]. Both IL-2 and IFN-γ- producing Th1 cells and Th2 cells that produce IL-4 had been implicated in the mediation of T1D in NOD mice [39]–[40]. Whereas adoptive transfer of Th17 cells induced T1D in NOD.*scid* mice, a majority of these cells converted into Th1-like cells in the recipients, suggesting that Th17 cells *per se* may not be the mediators of autoimmune diabetes [41]–[42]. It was shown that Th1 and Th2 cytokine shifts among autoreactive T-cells of NOD mice rendered resistant to diabetes reflect the outcome of protection but not the cause of the disease [43]. Thus, the role of these lymphokines in the manifestation of T1D remains obscure. Several lines of evidence implicate the *Ifng* locus [44] and IFN-γ protein [43], [45] in the alleviation of T1D in NOD mice. Consistently, we also observed the up-regulation of IFN-γ at the mRNA and protein levels by epigenetic modulation [8]. It remains to be determined whether this is the cause or effect of epigenetic processes that lead to the amelioration of T1D.

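Against untreated non-diabetic mice, the genes that rose in TSA-treated mice were mostly pancreatic. Outside these Stfa2l1, a cystatin of the stefin A family found in myeloid cells, rose from 5.07 ± 0.23 to 8.27 ± 0.15 (log2, SD, n = 2 arrays, adjusted p = 0.00777 from limma). It was 2.58 lower in diabetic than in TSA-treated mice (adjusted p = 0.0448 from limma), a call lost by the LPE test, with limma's intensity trend and without any 1 array except TSA-treated replicate 1. A pair of genes of adipocytes fell: Car3, a carbonic anhydrase, from 9.01 ± 0.02 to 5.11 ± 0.03, and Adipoq, the hormone adiponectin, from 6.26 ± 0.05 to 2.86 ± 0.03 (adjusted p = 0.0046 and 0.00706 from limma, n = 2 arrays), with 8.29 ± 0.30 and 5.92 ± 0.29 in diabetic mice. With the mean of all its probe sets Car3 fell by 1.39. They were the only called members of 9 measured adipocyte genes (3 fell when adjusted over the list alone), and both calls were lost without either untreated non-diabetic array. The list median was -0.17 (camera adjusted p = 0.000314, adjusted p = 0.366 with an estimated correlation), a call lost without TSA-treated replicate 1. Car3 and Adipoq were also higher in diabetic than in TSA-treated mice (adjusted p = 0.0448 for both from limma). Those calls were lost without any 1 array except TSA-treated replicate 1.

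Of 19 measured B cell genes, limma called 0 in TSA-treated against untreated non-diabetic mice, with 14 lower at an unadjusted p under 0.05, 10 lower when adjusted over the list alone and 4 lower by the LPE test. Their median was -1.08 (camera adjusted p = 1.8e-13, adjusted p = 0.241 with an estimated correlation), a size that rested on TSA-treated replicate 2: it was -1.42 without replicate 1 and -0.59 without replicate 2. The median of 24 measured T cell genes was -0.51 and that of 16 plasma cell genes also -0.51 (camera adjusted p = 1.96e-06 and 7.64e-06, 0.241 and 0.23 with an estimated correlation), with 0 called by limma, 11 and 8 lower at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone and 0 by the LPE test. The smooth muscle and the megakaryocyte lists were lower as well, with medians of -0.78 and -0.57 (camera adjusted p = 2.17e-07 and 4.11e-06, adjusted p = 0.176 for both with an estimated correlation). Of their 16 and 13 measured genes limma called 0, with 8 of each lower at an unadjusted p under 0.05, 5 and 4 when adjusted over the list alone, and 2 and 0 by the LPE test. On the TSA-treated arrays the beta-actin probe set at the 5′ end stood at 9.27 and 5.29, against 11.55 and 12.05 on the untreated non-diabetic arrays.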

Equally impressive is the up-regulation of many genes in mice protected from diabetes by resetting the transcriptional program of splenocytes. The basal level expression of the gene encoding MIF (*Mif*) was similar in the target organ, pancreas of diabetic and cured mice. In contrast, the constitutive level of *Mif* was higher in splenocytes of TSA treated mice and was further enhanced following activation of T lymphocytes through the T-cell receptor. In addition, the gene encoding the MIF receptor, CD74 [33] was also highly expressed in splenocytes, but not in pancreata of protected mice. This is similar to the lower microarray hybridization signal obtained with probe sets designed to interrogate *Cd74* in spleens of prediabetic NOD mice producing anti-insulin antibody [19]. MIF, the first lymphokine reported to be released by activated T lymphocytes [46] has been highly conserved through phylogeny [47]–[48]. In addition to T-cells, MIF is also expressed by other cell types and involved in insulin secretion in beta cell lines, and imparts insulin sensitivity in adipocytes [49]. Ablation of *Mif* gene actually increased blood glucose levels in streptozotocin treated mice, indicating a protective role of MIF against chemically induced diabetes [50]. *Mif* interacts with genes implicated in lymphocyte apoptosis such as *Bnipl* (Bcl2/adenovirus E1B 19 KD interacting protein like) and *Bcl2l11* (Bcl2 like 11-apoptosis facilitator), which can subsequently interact with other pro-apoptotic genes including *Bnip2* (BCL2/adenovirus E1B interacting protein 2), *Bcl2l11* (BCL2-like 11), *Bcl2l2* (BCL2-like 2), and *Bcl2a1a* (B-cell leukemia/lymphoma 2 related protein A1a) (Figure 7). Therefore, it is likely that increased *Mif* expression by TSA treatment may lead to modulation of T-cell apoptosis. In addition, epigenetic modulation may also result in altered self-peptide presentation by CD74, invariant polypeptide associated with MHC class II complex [33], resulting in increased apoptosis of autoreactive T lymphocytes. These mechanisms may explain the abrogation of diabetogenicity of splenocytes in TSA treated mice. Further work is necessary to determine whether epigenetic modulation can reduce the frequency of diabetogenic T-cells and provide protection against T1D by employing deletional mechanisms.

**Figure 7:**
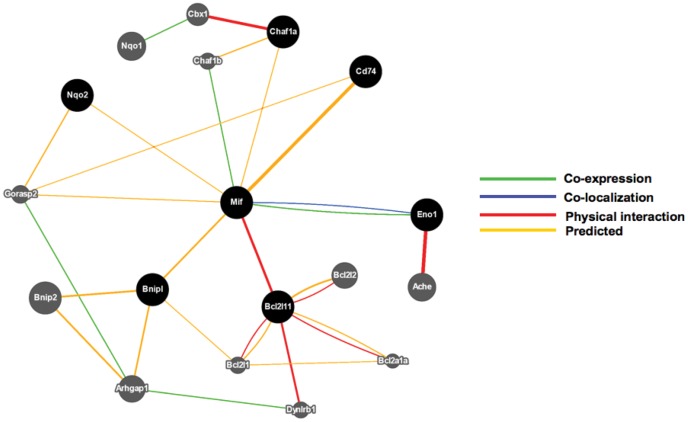
GeneMANIA fast gene function predictions of relationship between *Mif* other interacting genes. *Mif* has been predicted to interact with genes including that encodes its canonical receptor, *Cd74* (indicated by orange lines). *Mif* has been shown to physically interact with pro-apoptotic genes such as *Bnipl* and *Bcl2l11*, which in turn interact with *Bnip2*, *Bcl2l1*, *Bcl2a1a and Bcl2l2*.

Our microarray analysis indicated the increase in the transcription of many other genes by epigenetic modulation. 

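The probe set of Ermap, an erythroid membrane protein, had a log2 level of 10.32 ± 0.04 (SD, n = 2 arrays) in untreated non-diabetic, 11.02 ± 0.21 in diabetic and 11.69 ± 0.21 in TSA-treated mice. It was 1.38 higher in TSA-treated than in untreated non-diabetic mice (standard error 0.19, adjusted p = 0.0979 from limma). Diabetic minus TSA-treated mice came to -0.67 (standard error 0.19, adjusted p = 0.902 from limma), so neither difference passed the test over all probe sets. Both TSA-treated arrays lay above both diabetic arrays, and both of these above the untreated non-diabetic arrays. The gap between the 3′ and 5′ ends was also larger on both TSA-treated arrays than on the other 4 for beta-actin and for Gapdh.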

Notably, spleens of cured mice expressed higher level of *Ermap,* which codes for erythroid adhesion/receptor transmembrane protein in reticulocytes and circulating erythroblasts [27]. In a previous microarray study, higher expression of erythrocyte specific transcripts including *Ermap* was noted in splenocytes of non-diabetic strains of mice in comparison to diabetes-prone NOD mice [15]. 

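By their list median, erythroid genes were higher in TSA-treated and in diabetic mice than in untreated non-diabetic mice. Neither camera call held with an estimated correlation, and that in TSA-treated mice was lost without TSA-treated replicate 1. Of 39 measured of 45 erythroid genes of a list fixed in advance, limma called 0 in any comparison. In TSA-treated against untreated non-diabetic mice 19 were higher at an unadjusted p under 0.05, 13 when adjusted over the list alone and 3 by the LPE test. In diabetic against untreated non-diabetic mice these counts were 10, 3 and 3. The median difference was 0.65 in TSA-treated mice (camera adjusted p = 2.17e-07, adjusted p = 0.396 with an estimated correlation) and 0.52 in diabetic mice (camera adjusted p = 2.03e-08, adjusted p = 0.48 with an estimated correlation). Diabetic minus TSA-treated mice gave a median of -0.13 (camera adjusted p = 0.0113, adjusted p = 0.75 with an estimated correlation), with 7 genes lower at an unadjusted p under 0.05 and 0 by the LPE test. That direction rested on TSA-treated replicate 1, where the median over the list was 1.16 above untreated non-diabetic mice, against 0.33 on replicate 2; without replicate 1 the median was 0.18, in the other direction, and the call of TSA-treated against untreated non-diabetic mice was lost. Without diabetic replicate 2 the call between diabetic and TSA-treated mice was lost as well. Of 39 genes, 5 stand in Table S5. The paper concludes from the Ermap transcript, measured also by qRT-PCR on other mice, that erythropoiesis is enhanced in the red pulp. It adds its own unpublished observation of more red blood cells and a larger blood volume in cured mice.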

Accumulation of increased *Ermap* transcript indicates enhanced erythropoiesis in the red pulp of spleens in drug treated mice. Increased *Ermap* mRNA was also validated by qRT-PCR in pancreata of cured mice, which could be attributed to increased erythroblasts in the circulating blood. It was reported that >200 d old NOD mice develop Coombs’ positive hemolytic anemia, accompanied by decreased hematocrit and splenomegaly [51]. We also observed that similarly aged diabetic NOD mice displayed splenomegaly and low blood volume whereas mice cured of diabetes by TSA treatment displayed increased RBC content and blood volume (unpublished data). These observations indicate that the beneficial effects of histone hyperacetylation accompanying prevention of autoimmune diabetes include enhanced *Ermap* transcription and erythropoiesis in the spleen. Thus, the level of *Ermap* expression may provide a biomarker for the prognosis of T1D.

Another interesting finding is that TSA treatment increased the expression of *Lycat* both in spleens and pancreata, indicating enhanced generation of hematopoietic and endothelial progenitor cells, which may contribute to lymphoid tissue remodeling and regeneration of islets in these mice. Other genes that were selectively up-regulated by epigenetic modification in spleens included the autophagy related gene *Atg4*, and selected anti-oxidant genes, *Prdx1*, *Prdx6*, and *Gpx1,* implying their possible roles, respectively in clearing damaged cells and protection against oxidant induced β-cell cytotoxicity. In addition, *H2afz,* which replaces the canonical histone H2A in a subset of nucleosomes and therefore can modify gene expression [28], was up-regulated under non-diabetic condition. These changes in gene expression may contribute to tissue reorganization in the spleen as well as islet neogeneration in mice cured of T1D by chromatin remodeling.

Over all, our high-throughput analysis has yielded novel data that are consistent with the involvement of epigenetic mechanisms in diabetes manifestation. Copy number variations of genes and non-protein coding genes including microRNAs, which in turn can influence the expression of protein-coding genes, represent other viable epigenetic mechanisms. Nevertheless, the dramatic disease protection afforded by epigenetic modulation illustrates that the regulatory pathways involved in disease manifestation are amenable to manipulation by chromatin remodeling at a fairly late stage in the life of NOD mice (18–24 wk), when the invasive cellular infiltration culminates in the destruction of insulin producing β-cells. This finding is clinically relevant since by the time T1D is diagnosed in patients, most of the β-cells are thought to be destroyed. Therefore, manipulations that can interdict the on-going processes and afford protection against full-blown diabetes will provide significant benefits to T1D patients. NOD mice are the mainstay of immunological manipulations to find a cure for T1D because they mirror human biology remarkably well [52]. However, divergence of mice and humans ∼65 million years ago has imposed many differences between these species that could account for the failure of many therapies that are successful in NOD mice to provide beneficial effects in patients with T1D. Since epigenetic drugs have shown promise in clinical trials for the treatment of cancer without many serious side effects [53], it is reasonable to propose that manipulation of the epigenome using small molecule inhibitors such as TSA may provide benefits to T1D patients with minimal adverse effects. Epigenetic mechanisms represent a paradigm shift in our view of changes in gene expression under diabetic conditions [9]–[10]. Whereas autoantibodies and ‘susceptible’ HLA alleles serve as important biomarkers predictive of T1D risk, gene signatures identified by our transcriptome analysis represent a valuable tool for selecting surrogate biomarkers for the diagnosis as well as prognosis of T1D. Since current treatment of T1D primarily involves long-term, broad-spectrum immunosuppression, targets identified by epigenetic modulation may lead to the development of selective novel therapeutics with minimal adverse side effects.

## Supporting Information

Figure S1 **Hierarchical representation of highly regulated genes.** Shown are the differential expression levels of 164 genes in splenocytes of control-untreated and non-diabetic NOD mice, TSA-treated and cured NOD mice, and untreated-overtly diabetic NOD mice. RNA was pooled from 3–5 mice per experimental group and analyzed by microarray in duplicate. The key for level of expression is shown below the heat map.
(TIFF) Click here for additional data file.

Table S1 **List of primers used for qRT-PCR.** Forward and reverse primers used to interrogate various genes are given. These primer sets were validated following MIQE guidelines.
(PDF) Click here for additional data file.

Table S2 **Highly regulated genes.** The list of highly (up- and down) regulated genes is given along with Affymetrix ID numbers, fold differences between compared groups, and BH p values.
(PDF) Click here for additional data file.

Table S3 **Functional annotation.** The highly regulated genes shown in Table S2 were further analyzed using DAVID bioinformatics tool. The representation of genes under various functional categories is shown.
(PDF) Click here for additional data file.

Table S4 **Genes over-expressed in diabetic mice.** Genes that were over-expressed in overtly diabetic mice and down-regulated by TSA treatment along with BH p values are shown.
(PDF) Click here for additional data file.

Table S5 **Genes under-expressed in diabetic mice.** Genes that were down-regulated due to TSA treatment are shown along with BH p values.
(PDF) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice
**Source:** PLoS One. 2013 Jan 30;8(1):e55074. doi: 10.1371/journal.pone.0055074
**Supplement:** Table S1 — List of primers used for qRT-PCR. Forward and reverse primers used to interrogate various genes are given. These primer sets were validated following MIQE guidelines.

**Table S1. List of primers used for qRT-PCR**

*Atg4*: Forward-5'-TGCCCTGACTTTCTAAAGGGCTCA-3'

*Atg4*: Reverse-5'-GCGGTTCAATTCTTGGTGAAGCCA-3'

*Ccnb1*: Forward-5'-ACCTTGCGGGTTCTAGGGATTGAA-3'

*Ccnb1*: Reverse-5'-ACAAGGCAGCAAGATCTGGTCTCA-3'

*Cd74*: Forward-5'-TTGAGTGCAAGCACCTGACTCGTA-3'

*Cd74*: Reverse-5'-TGGGTCATGTTGCCGTACTTGGTA-3'

*Cel*: Forward-5'-TGAACATAGCTCTGGGCTTCCCAT-3'

*Cel*: Reverse-5'-ATCCAGTGTTTGTGTCTCCACCCT-3'

*Cela1*: Forward-5'-GCCTCCTGAGTGCTGGGATTAAA-3'

*Cela1*: Reverse-5'-TTCCAACAGGTTGTTGTTGCCCTG-3'

*Cela3b*: Forward-5'-TCTGACTCAAAGAACTGCCTGCCT-3'

*Cela3b*: Reverse-5'-AGGAAGGAAGGGTACAGTTTGGCA-3'

*Cpa1*: Forward-5'-TGGGCAGTGCCTCTTCCTGATATT-3'

*Cpa1*: Reverse-5'-TCATTGGTGCAGGAGTCCAGATGT-3'

*Cpb1*: Forward- 5'- TCGTGCTAGAAATCAGTCCCAGT-3'

*Cpb1*:Reverse- 5'- TAAATGAGAAAGGCGAGGGCCAGA-3'

*Ctrc*: Forward-5'-AATTACAGTCCTCGCTGCCATCCT-3'

*Ctrc*: Reverse-5'-TCTGGAAGAGGCTCAACCAACACA-3'

*Ctrl*: Forward-5'-ACGCCAACACCATGAACAATGACC-3'

*Ctrl*: Reverse: 5'- AGACTGGTGAGACTTGTGCTGTGT-3'

*Ermap*: Forward- 5'-AGGTCCTGAGTTCAATTCCCAGCA-3'

*Ermap*: Reverse-5'-ATGTTTGCCTGCATGCCAGAAGAG-3'

*Gapdh*: Forward-5'-TGG TGA AGG TCG GTG TGA AC-3'

*Gapdh*: Reverse-5'-CCA TGT AGT TGA GGT CAA TGA AGG-3'

*Gpx1*: Forward-5'-TGCAATCAGTTCGGACACCAGGTA-3'

*Gpx1*: Reverse-5'-ACCAGGAAGTTGCCCTCCTTGTAT-3'

*H2afz*: Forward-5'-TCGCTGATCGGGAAGAAAGGACAA-3'

*H2afz*: Reverse-5'-TCGCTGATCGGGAAGAAAGGACAA-3'

*Lycat*: Forward-5'-GTGGCATTGCTGGAGACCATGTTT-3'

*Lycat*: Reverse-5'-TTCATGATGATGACGCTCCGCTCT-3'

*March5*: Forward-5'-ATGTTATGGAGCGAGCTGACCCTT-3'

*March5*: Reverse-5'-AGAGACTTCCTCTTGGTTGGCGTT-3'

*Mki67*: Forward-5'-CCTCATTGCTGGCATGGCGTTTAT-3'

*Mki67*: Reverse-5'-GAGACTTCCTCTTGGTTGGCGT-3'

*Pnlip*: Forward-5'-AAGCAATCTAGCCTGACTGGAGCA-3'

*Pnlip*: Reverse-5'-AAACCCAGGAAGGACACATGAGGT-3'

*Pnliprp-1*: Forward-5'-AACACAATGCCTTTGCCTACTCGC-3'

*Pnliprp-1*: Reverse- 5'-TACCATGCTGCCCTTGAACCTCAGA-3'

*Pnliprp-2*: Forward-5'-TGACTTCCTGAAGCCTGTGTGTGA-3'

*Pnliprp-2*: Reverse-5'-AACATGAAGCCTGGTCTCAGGGAA-3'

*Prdx1*: Forward-5'-AAGACCTCTGCTTGCTCTGGTCAA-3'

*Prdx1*: Reverse-5'-AAGTCTTTGGGCTGGATGGACTGA-3'

*Prdx6*: Forward-5'-AGCAATGCTTTGAGGGAAAGGCTG-3'

*Prdx6*: Reverse-5'-AATCGGTGCATACCTAGCCACTGT-3'

*Stmn1*: Forward-5'-AAATCGTTCCAGGGCTTTCCTTGC-3'

*Stmn1*: Reverse-5'-AAGGCCTGCACCACTTCCTATTCT-3'

*Txn1*: Forward-5'-TGTGAAGTCAAATGCATGCCGACC-3'

*Txn1*: Reverse-5'-ATCAAAGGTGTGCATCACCATGCC-3'

# Supplementary material for: Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice
**Source:** PLoS One. 2013 Jan 30;8(1):e55074. doi: 10.1371/journal.pone.0055074
**Supplement:** Table S2 — Highly regulated genes. The list of highly (up- and down) regulated genes is given along with Affymetrix ID numbers, fold differences between compared groups, and BH p values.

Table S2. Highly regulated genes

Table S2. Highly regulated genes

# Supplementary material for: Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice
**Source:** PLoS One. 2013 Jan 30;8(1):e55074. doi: 10.1371/journal.pone.0055074
**Supplement:** Table S3 — Functional annotation. The highly regulated genes shown in Table S2 were further analyzed using DAVID bioinformatics tool. The representation of genes under various functional categories is shown.

**Table S3. Functional annotation**

| <b>Term</b>                     | <b>Count</b> | <b>%</b> | <b>P-value</b> |
|---------------------------------|--------------|----------|----------------|
| Phosphoprotein                  | 60           | 44.7     | 6.4E-2         |
| Acetylation                     | 50           | 37.3     | 2.5E-11        |
| Cytoplasm                       | 32           | 22.8     | 7.2E-2         |
| Non-membrane-bounded organelle  | 24           | 17.9     | 1.2E-2         |
| Hydrolase                       | 23           | 17.2     | 2.4E-3         |
| Proteolysis                     | 20           | 14.9     | 7.5E-4         |
| Extracellular region            | 20           | 14.9     | 2.3E-2         |
| Secreted                        | 19           | 14.1     | 1.7E-2         |
| ATP binding                     | 16           | 11.9     | 8.2E-2         |
| Peptidase activity              | 13           | 9.7      | 5.8E-3         |
| Protease                        | 12           | 8.9      | 1.3E-3         |
| Vesicle                         | 11           | 8.2      | 6.5E-3         |
| Cell cycle                      | 11           | 8.2      | 4.5E-2         |
| Macromolecule catabolic process | 11           | 8.2      | 5.5E-2         |
| Cytoplasmic vesicle             | 11           | 8.2      | 5.7E-3         |
| Organelle envelope              | 10           | 7.5      | 2.3            |
| Envelope                        | 10           | 7.5      | 2.3E-2         |
| Endopeptidase activity          | 10           | 7.5      | 7.8E-3         |
| Ribonucleoprotein complex       | 10           | 7.5      | 7.9E-3         |

Analyzed using DAVID Bioinformatics Tool. Note that some of the genes are represented in multiple categories.

# Supplementary material for: Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice
**Source:** PLoS One. 2013 Jan 30;8(1):e55074. doi: 10.1371/journal.pone.0055074
**Supplement:** Table S4 — Genes over-expressed in diabetic mice. Genes that were over-expressed in overtly diabetic mice and down-regulated by TSA treatment along with BH p values are shown.

**Table S4. Genes over-expressed in diabetic mice**

| ProbeSet   | Gene Sym   | Description     | Diabetic/Control | BH.pVal  | TSA/Control  | BH.pval  | Diabetic/TSA | BH.pVal  |
|------------|------------|-----------------|------------------|----------|--------------|----------|--------------|----------|
| 1415777_at | Pnliprp1   | pancreatic lipa | 30.64150134      | 0        | 10.19641159  | 1.83E-12 | 5.004263188  | 0.000676 |
| 1448220_at | Ctrb1      | chymotrypsino   | -6.064353836     | 0        | -2.177393405 | 2.42E-05 | 4.211742679  | 0        |
| 1417682_a  | Prss2      | protease, serin | -5.491624704     | 0        | -1.750785961 | 0.000589 | 3.838999227  | 0        |
| 1448281_a  | RP23-395H4 | elastase 2A     | -6.823394855     | 0        | -3.030840489 | 8.94E-11 | 3.594261138  | 5.71E-12 |
| 1417257_at | Cel        | carboxyl ester  | -6.229582374     | 0        | -2.041850333 | 0.000201 | 3.555426229  | 1.72E-10 |
| 1428062_at | Cpa1       | carboxypeptid   | -7.135205141     | 0        | -3.600021729 | 5.9E-15  | 3.311683848  | 5.33E-11 |
| 1434747_at | Ctrc       | chymotrypsin    | -4.786816043     | 0        | -1.452873277 | 0.02201  | 3.23324166   | 6.92E-10 |
| 1423693_at | Ela1       | elastase 1, par | -5.202085026     | 0        | -1.990722681 | 1.65E-05 | 3.165983777  | 8.89E-12 |
| 1433431_at | Pnlip      | pancreatic lipa | -7.59196474      | 0        | -4.995464917 | 0        | 2.809383328  | 4.51E-10 |
| 1431763_a  | Ctrl       | chymotrypsin-   | -6.036013044     | 0        | -3.232235697 | 4.41E-13 | 2.749515022  | 1.2E-07  |
| 1416055_at | Amy2       | amylase 2, par  | -8.189435989     | 0        | -5.838729072 | 0        | 2.735658965  | 1.72E-10 |
| 1416523_at | Rnase1     | ribonuclease, F | -5.677471872     | 0        | -2.908940994 | 3.55E-09 | 2.624736503  | 1.23E-05 |
| 1438612_a  | Clps       | colipase, pancr | -7.703270328     | 0        | -5.336142771 | 0        | 2.533103933  | 6.75E-08 |
| 1437326_x  | Ela3       | elastase 3, par | -6.685603085     | 0        | -4.383191735 | 0        | 2.520184407  | 1.25E-07 |
| 1428102_at | Cpb1       | carboxypeptid   | -7.362035012     | 0        | -4.661462214 | 0        | 2.465626266  | 2.2E-06  |
| 1434137_x  | 1810010M0  | RIKEN cDNA 18   | -6.097043119     | 0        | -4.19389938  | 0        | 2.187171419  | 2.2E-05  |
| 1427503_at | AI324046   | expressed sequ  | 2.303055867      | 4.21E-11 | 4.333416398  | 0        | 2.01696177   | 0.036864 |

# Supplementary material for: Transcriptome Analysis of Epigenetically Modulated Genome Indicates Signature Genes in Manifestation of Type 1 Diabetes and Its Prevention in NOD Mice
**Source:** PLoS One. 2013 Jan 30;8(1):e55074. doi: 10.1371/journal.pone.0055074
**Supplement:** Table S5 — Genes under-expressed in diabetic mice. Genes that were down-regulated due to TSA treatment are shown along with BH p values.

Table S5. Genes under-expressed in diabetic mice and upregulated by TSA treatment

Table S5. Genes under-expressed in diabetic mice and upregulated by TSA treatment

|              |               |                    |              |             |              |             |              |   |
|--------------|---------------|--------------------|--------------|-------------|--------------|-------------|--------------|---|
| 1418300_a_at | Mknk2         | MAP kinase-inter   | 0.3609485    | 0.716621638 | 0.419664205  | 0.703458954 | -0.038657106 | 1 |
| 1427660_x_at | Cr1           | immunoglobulin     | 0.710536032  | 3.37845E-11 | 0.570636855  | 0.074630425 | -0.025469447 | 1 |
| 1424085_at   | Ndufa4        | NADH dehydroge     | -0.527773145 | 0.347789832 | -0.402979041 | 0.722429311 | -0.018827541 | 1 |
| 1416269_at   | Atp5j2        | ATP synthase, H    | -0.658618836 | 0.149266471 | -0.573171727 | 0.511072375 | -0.011795101 | 1 |
| 1437436_s_at | Grk6          | G protein-couple   | 0.353526079  | 0.76819685  | 0.486332812  | 0.626267539 | -0.007902156 | 1 |
| 1451068_s_at | Rps25         | ribosomal protei   | -0.410610882 | 0.096210216 | -0.309730701 | 0.730225318 | -0.004961037 | 1 |
| 1452169_a_at | Dgkz          | diacylglycerol kir | 0.897704873  | 0.015205092 | 1.081007188  | 0.054349139 | -0.002497806 | 1 |
| 1426725_s_at | Ets1          | E26 avian leuker   | 0.332233691  | 0.742648373 | 0.1          | 0.742648373 | 4.06781E-06  | 1 |
| 1419394_s_at | S100a8        | S100 calcium bir   | -0.604770983 | 4.60136E-07 | -0.420069086 | 0.310041444 | 0.015797264  | 1 |
| 1437984_x_at | Bat1a         | HLA-B-associate    | 0.412465942  | 0.578800115 | 0.627029038  | 0.437932038 | 0.03181802   | 1 |
| 1437503_a_at | Scotin        | scotin gene        | 0.37525461   | 0.157243787 | 0.599773893  | 0.332995043 | 0.067156232  | 1 |
| 1437341_x_at | Cnp           | 2',3'-cyclic nucle | 0.503234384  | 0.371992297 | 0.787843197  | 0.244913606 | 0.078232094  | 1 |
| 1434148_at   | Tcf4          | transcription fac  | 0.473569023  | 0.566297474 | 0.889611001  | 0.176785928 | 0.104288925  | 1 |
| 1448344_at   | EG432865      | ribosomal protei   | -0.332192971 | 0.784399989 | 0.005382891  | 1           | 0.104388436  | 1 |
| 1456615_a_at | Bptf          | bromodomain Pf     | 0.405344654  | 0.661805569 | 0.846831822  | 0.204229691 | 0.12187533   | 1 |
| 1437524_x_at | Coro7         | coronin 7          | 0.53534689   | 0.440336623 | 0.908240314  | 0.169204331 | 0.13         | 1 |
| 1435222_at   | Foxp1         | forkhead box P1    | 0.542158451  | 0.205850604 | 0.910108331  | 0.13129192  | 0.132475488  | 1 |
| 1437185_s_at | Tmsb10        | thymosin, beta 1   | 0.140150181  | 0.015888871 | 0.417024221  | 0.041100808 | 0.165768983  | 1 |
| 1423057_at   | Capza2        | capping protein    | -0.159428941 | 1           | 0.190479564  | 0.918730009 | 0.204048755  | 1 |
| 1419764_at   | Chi3l3        | chitinase 3-like 3 | -0.951268501 | 0.003058062 | -0.518048557 | 0.583656165 | 0.30403254   | 1 |
| 1434873_a_at | Centb1        | centaurin, beta 1  | 0.642549927  | 0.190220069 | 1.263685601  | 0.016140357 | 0.331340667  | 1 |
| 1419691_at   | Camp          | cathelicidin antir | -0.57704003  | 0.158702625 | 0.101802881  | 0.97057958  | 0.341005434  | 1 |
| 1447806_s_at | Srpk3         | Srpk3              | 0.991181078  | 0.010564533 | 1.721562803  | 0.000545504 | 0.344368169  | 1 |
| 1437837_x_at | Poldip3       | polymerase (DN     | 0.375364857  | 0.693480599 | -0.25810502  | 0.968957459 | 0.350563026  | 1 |
| 1437689_x_at | Clu           | clusterin // simil | 0.528436762  | 0.231019531 | 0.880943043  | 0.154039622 | 0.35641191   | 1 |
| 1456377_x_at | Limd2         | LIM domain cont    | 0.610565565  | 0.057525571 | 0.886374391  | 0.14276588  | 0.262454447  | 1 |
| 1448670_at   | Ube2e3        | ubiquitin-conjug   | -0.807633517 | 0.031767394 | -1.277604348 | 0.011435736 | 0.390646156  | 1 |
| 1438855_x_at | Tnfrsf25      | tumor necrosis f   | -0.279599252 | 0.916724815 | -1.046906696 | 0.063643224 | 0.441027372  | 1 |
| 1433540_x_at | Ppp1cb        | protein phosphat   | -0.408044529 | 0.654323512 | -1.225410723 | 0.017439888 | 0.604071204  | 1 |
| 1436297_a_at | Grina         | glutamate recep    | 0.299621018  | 0.902644384 | -0.433617571 | 0.689496771 | 0.631288369  | 1 |
| 1415747_s_at | Riok3         | RIO kinase 3 (ye   | -0.241079424 | 0.949437827 | -1.050864203 | 0.061126764 | 0.721175941  | 1 |
| 1460590_s_at | LOC100039786  | tyrosine 3-mono    | -0.28160536  | 0.878977496 | -0.404054819 | 0.721317783 | 0.772024226  | 1 |
| 1456349_x_at | Sumo1         | SMT3 suppressor    | -0.165466287 | 1           | -0.244146148 | 0.879816138 | 0.287788658  | 1 |
| 1452877_at   | 2700029M09Rik | RIKEN cDNA 270     | -0.614864112 | 0.211916179 | -0.688438294 | 0.36648596  | 0.296502594  | 1 |
| 1424365_at   | 1810037I17Rik | RIKEN cDNA 181     | -0.282180615 | 0.900391134 | -0.512062221 | 0.59224277  | -0.563906545 | 1 |
| 1457307_at   | A330102K04Rik | RIKEN cDNA A33     | -1.177875862 | 0.004768369 | -3.072646981 | 1.297E-13   | -0.78094567  | 1 |
| 1439438_a_at | 1110005A23Rik | RIKEN cDNA 111     | -0.349035227 | 0.791715264 | -0.626650426 | 0.443799921 | -0.713814917 | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

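Spleen RNA of 3 groups of female NOD mice was measured on 6 Affymetrix mouse genome arrays: untreated non-diabetic, untreated diabetic and TSA-treated cured mice, with 1 RNA pool per group and 2 labelings of each pool. The authors scaled the arrays to each other by quantile normalization and summarized the probes by the Robust Multi-array Average method in S+Array Analyzer 2.0.1 with S-Plus 6.2, and the deposited values are on the log2 scale. The table holds 45101 probe sets, of which 64 Affymetrix control probe sets were left out of the tests and used to compare the 3′ and 5′ ends of beta-actin and Gapdh. No filter on level was applied. Of the 45037 probe sets tested, 34945 name 1 gene in the annotation used, 932 several and 9160 none, which gives 18198 genes. Signal over background limits the arrays: at the lower levels, near the array medians, a change is compressed.

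All 6 arrays were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group, moderated variances (3 residual and 2.94 prior degrees of freedom) and Benjamini-Hochberg adjustment over the probe sets of a comparison; a probe set was called at an adjusted p under 0.05. The 3 comparisons were diabetic with untreated non-diabetic, TSA-treated with untreated non-diabetic, and diabetic with TSA-treated mice, and a moderated F test covered any difference among the groups. Rises and falls are differences of group means on the log2 scale. A gene that Tables S2, S4 or S5 list was given by its probe set there, any other gene by the probe set with the highest mean over the arrays among those that name it alone. The samples, comparisons, tests, most alternatives, 27 gene lists (574 genes, 512 of them measured) and the rule for named genes were set before the data were examined. That rule took the genes the paper names, whose values in its tables had been seen, the 10 called genes with the largest rise and the 10 with the largest fall in each comparison among those whose arrays did not overlap, and up to 4 called members of each list; further genes are marked as chosen after their values were seen.

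Lists were tested by the number of called members, by the same count adjusted over the list alone, and by camera with its preset correlation of 0.01, adjusted over the lists, with the estimated correlation and fry as alternatives. They cover digestive enzymes, other acinar cell genes, islet and duct cells, erythroid cells, the cell cycle, neutrophils, monocytes and macrophages, T, B, plasma and NK cells, megakaryocytes, smooth muscle, adipocytes, interferon-stimulated, antioxidant and autophagy genes, MIF with the apoptosis genes of Figure 7, MHC genes, the non-MHC genes and the cytokines with iNOS that the Discussion names, other T helper cell genes, histone deacetylases, immediate early and heat shock genes, hematopoietic progenitors and oxidative phosphorylation. The arrays were compared by correlation and principal components. The group differences of the probe sets of Table S2 were scaled and put through a principal component analysis; the input and scaling of the paper's own such analysis were not known here.

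Alternatives were a block for the replicate number, leaving out each array in turn, a fit of the 2 groups compared alone, the local pooled error (LPE) test and the t-test that the methods name, one-way analysis of variance, limma with an intensity trend or robust variances, an adjusted p under 0.001, a change of at least 1, filters on dim probe sets (a linear level over 10 in 2 arrays, which 29765 probe sets reach, or a mean over the arrays above the median probe set), quantile normalization again, median centring, the mean of all probe sets of a gene, and counts without the exocrine pancreas lists. The LPE test was written anew from its published description. Between diabetic and TSA-treated mice its adjusted p was larger than the printed one in every line of Table S4. The tests were tested on simulated data: with a difference of 2 on the log2 scale planted in 67 probe sets, limma called 57 and LPE 33 between the first pair of groups. Of 44837 unchanged probe sets in that comparison, limma called 13 and LPE 26. A count of calls at a difference of 1 was 5 and 1, and the methods' t-test called 0 at any size after adjustment. These counts need not carry over to the real arrays, whose duplicates differ unequally. The SD of the difference between duplicates was 0.2529 for untreated non-diabetic, 0.5219 for diabetic and 0.5889 for TSA-treated mice. There the Prss2 probe set of Table S4 went uncalled by limma at a difference of 5.6476 between diabetic and untreated non-diabetic mice. Genes without a probe set of their own (Ins1, Prdx1, Prdx6 and Bcl2a1a) were not analysed here, and 1 further item is not reported here.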

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

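The tests of pancreatic RNA in the pools, of shorter RNA on some arrays, of an exchange of arrays and of shorter RNA as the cause of the erythroid and cell cycle levels were chosen after the result was seen. Genes outside those the paper names or tabulates that rose above the untreated non-diabetic arrays were chosen after their values were seen. Dmbt1, a secreted glycoprotein of epithelia, rose by 5.02 in diabetic mice and by 3.21 in TSA-treated mice, from 3.80 ± 0.03 to 8.82 ± 0.18 and 7.01 ± 0.20 (log2, SD, n = 2 arrays, adjusted p = 0.000619 and 0.00716 from limma). Stfa2l1 rose in TSA-treated mice by 3.2059 (log2).

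Pancreatic enzyme transcripts were high in the spleen RNA of diabetic and TSA-treated mice and low in that of untreated non-diabetic mice. A rise in monocytes, macrophages and neutrophils that carry these transcripts at a constant level is argued against by the larger median of both myeloid lists, 0.5394, far under the lower quartile of the digestive enzyme list, 5.2656. RNA of exocrine pancreas tissue in the pools is a candidate explanation: acinar cell genes that Table S4 does not hold, 27 in number, had a median rise of 0.7146, at percentile 100 of 10000 random gene sets, with 12 of them above 1, and the abundant acinar genes Amy2, Clps and Pnlip reached 13.04, 12.37 and 12.44 in diabetic mice. Of the 20 measured digestive enzyme genes, 5 have a log2 level over 6 in untreated non-diabetic spleen, 15 were picked by the study and none stands in another list; of the 23 other acinar genes these numbers are 1, 1 and 0. Induction of these genes within spleen cells by overt diabetes alone is argued against for the TSA-treated mice, which were free of diabetes. Their digestive enzyme list had a median rise of 3.0578 over untreated non-diabetic mice, with all 20 genes above 0. The list medians were 8.9229 and 8.0166 on the TSA-treated arrays, against 5.0696 and 4.8843 on the untreated non-diabetic arrays. For the further rise in diabetic mice such induction stays open, since no sorted cells were analysed here. No sort or gate in the study would have removed pancreatic tissue from the pools. By the paper's qRT-PCR on spleens of other mice, some but not all genes tested were lower after TSA treatment.

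Diabetic replicate 2 correlated better with TSA-treated replicate 1 (0.9896) than with its own duplicate (0.9726). An exchange of these arrays is argued against by the digestive enzymes, for which diabetic replicate 1 minus replicate 2 had a median of -0.0671, whereas diabetic replicate 1 minus TSA-treated replicate 2 gave 2.9393 and diabetic replicate 2 minus TSA-treated replicate 1 gave 2.6414. Shorter RNA or shorter labeled RNA on some arrays is a candidate explanation: the 3′ minus 5′ gap of beta-actin was larger on diabetic replicate 2 than on replicate 1 by 0.9038 and that of Gapdh by 1.3739, where the untreated non-diabetic duplicates differed by at most 0.7623. As duplicates come from 1 pool, no biological explanation was tested for them.

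By their list medians, erythroid and cell cycle genes were higher on the TSA-treated than on the untreated non-diabetic arrays, but limma called 0 of 39 and 0 of 50 of them, the adjusted p with an estimated correlation was 0.396 and 0.23, and the erythroid call was lost without TSA-treated replicate 1. A lower share of lymphocytes with the other cells unchanged was tested by the neutrophil, monocyte and megakaryocyte lists. Their largest median was 0.2007, under the lower quartile of the erythroid list, 0.2935, a bound added after values were seen. This cannot decide the question: over the alternatives the monocyte median ran from 0.1312 to 0.3845 and the erythroid median from 0.3276 to 1.1601. Shorter RNA and the groups cannot be told apart for these genes, since both TSA-treated arrays have large gaps. Diabetic replicate 1, with small gaps, lay above the untreated non-diabetic mean by a median of 0.5564 (percentile 100 of random gene sets), but 1 array excludes nothing. The duplicates went both ways. TSA-treated replicate 2 had a larger beta-actin gap than replicate 1 (5.61 against 3.45) and a lower median over both lists (0.58 against 1.19). Diabetic replicate 2 had a larger gap than replicate 1 (3.32 against 2.42) and a higher median (0.75 against 0.56). More erythroid and dividing cells in TSA-treated or diabetic mice may account for the levels and stays open. Of the 39 measured erythroid genes, 36 have a log2 level over 6 in untreated non-diabetic spleen, and 5 of them and 10 of the 50 cell cycle genes were picked by the study.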

How the results depend on the processing

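Chosen after seeing the data were the LPE test at an adjusted p under 0.001, the filter on a log2 level over 10 and the count without the arrays with large 3′ to 5′ gaps; the other alternatives were planned. Of 3099 alternative values of named genes, 2742 stayed called in the same direction or stayed not called, 241 lost a call, 116 gained one and 0 turned around while called; of 1698 of gene lists these numbers were 1508, 169, 19 and 2. Among those that stayed not called, 78 and 81 changed sign. Both turns were between diabetic and TSA-treated mice: the erythroid list without TSA-treated replicate 1 (median 0.1811, and -0.5261 without replicate 2) and the autophagy list without TSA-treated replicate 2 (median -0.2419, and 0.1847 without replicate 1). The autophagy list was not called with all 6 arrays (median 0.0699, camera adjusted p = 0.956). Its turn was therefore a change of sign from an uncalled value, not of an existing call. The counts are given in the order diabetic against untreated non-diabetic, TSA-treated against untreated non-diabetic, diabetic against TSA-treated, and any comparison. Leaving out 1 array gave 23 (diabetic replicate 2) to 243 (diabetic replicate 1), 0 (either untreated non-diabetic array) to 2045 (TSA-treated replicate 1), 0 (any array except TSA-treated replicate 1) to 1047 (TSA-treated replicate 1), and 9 (untreated non-diabetic replicate 2) to 586 (TSA-treated replicate 1). A fit of the 2 groups compared gave 47, 714, 0 and 735; the second count also stands at 714 without either diabetic array, since by construction a lone diabetic array adds no spread to the fit. The LPE test called 215, 716, 52 and 753, and 97, 251, 33 and 275 at an adjusted p under 0.001. The methods' t-test called 1, 0, 0 and 1 after adjustment and 2667, 5239, 1359 and 7835 at an unadjusted p under 0.05. One-way analysis of variance called 2814 unadjusted and 1 adjusted, and 230 unadjusted with a log2 level over 10. At an adjusted p under 0.001 limma called 20, 0, 0 and 8, where 2825, 6637 and 1922 had an unadjusted p under 0.05. Filters on level gave 22 (over 10 in 2 arrays) and 22 (a mean above the median probe set) between diabetic and TSA-treated mice, with fewer probe sets tested, and median centring gave 0 there; quantile normalization again gave 60 for TSA-treated against untreated non-diabetic mice. Without the exocrine pancreas lists, which are fewer probe sets by construction, the counts were 6, 11 and 3. The 6 and the 11 still hold pancreatic enzymes in probe sets that name several genes. Without the 3 arrays with large gaps, the first count was 43; with 1 diabetic array left, the spread comes from the untreated non-diabetic duplicates alone, so this count does not show that the calls are free of RNA length. Other than where named as construction, the cause was not tested.

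Gene lists called numbered 13, 13 and 12. The first count was 8 without diabetic replicate 1, 6 by the methods' t-test, 7 at an adjusted p under 0.001, 1 with a median change of at least 1, 0 with an estimated correlation and 2 by fry. The second was 3 with a change of at least 1, 0 with an estimated correlation and 6 by fry, and the third 2 by the methods' t-test, 1 with a change of at least 1, 0 with an estimated correlation and 1 by fry. The cause was not tested.

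With the replicate number as a block, the counts were 33, 30, 0 and 35. The replicate numbers are only shared names: the deviations of the replicates correlated at -0.3352, -0.0363 and -0.105 between the groups.

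The 22 probe sets higher in both diabetic and TSA-treated than in untreated non-diabetic mice share the untreated non-diabetic arrays, and the 9 higher in diabetic mice in both comparisons share the diabetic arrays; independent lists would share 0.0225 and 0.00953. In 50 simulated sets without differences between the groups the lists shared 0 probe sets; as an adjusted p keeps calls rare where nothing differs, this does not show how far the shared arrays raise these numbers.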

Differences from the paper's values

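The LPE test at an adjusted p under 0.001 and the analysis of variance with a log2 level over 10 were chosen after seeing the values; the other alternatives were set before the data were examined. The methods name the LPE test at an adjusted p under 0.001 and, for any comparison, analysis of variance without a threshold, whereas the counts here use limma at an adjusted p under 0.05. Diabetic against untreated non-diabetic mice gave 40 probe sets where the paper gives 1307. None of the 20 alternatives set beforehand comes within 1.5 times of it; the methods' t-test, unadjusted, gave more (2667) and the others fewer. TSA-treated against untreated non-diabetic mice gave 31 against the paper's 2991; of 20 alternatives set beforehand only that without TSA-treated replicate 1 is free of the difference (2045), and the methods' t-test, unadjusted, gave more than the paper (5239). Diabetic against TSA-treated mice gave 12 against the paper's 164. None of the 20 alternatives set beforehand comes within 1.5 times of it: that without TSA-treated replicate 1 (1047) and the methods' t-test, unadjusted (1359), gave more and the others fewer. In any comparison 42 passed against the paper's 3233; of 21 alternatives set beforehand only one-way analysis of variance, unadjusted, is free of the difference. The LPE test at an adjusted p under 0.001, chosen after seeing the values, gave 97, 251, 33 and 275 probe sets and does not close these gaps. As written here, that test gave larger adjusted p-values between diabetic and TSA-treated mice than Table S4 prints. These counts therefore do not show what the paper's own version of the test would call. The paper gives 164 also for its filter of analysis of variance at p under 0.05 with a level over 10; read as a log2 level, a setting chosen after seeing the values, this filter gave 230 here and holds 120 of the 137 probe sets of Table S2 in hand.

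For single genes the paper's columns against control match the values here only with their sign turned: within 0.15, this held for 126 and 129 of the 140 lines of Table S2, 115 and 112 of the 117 of Table S5, and 6 and 11 of the 17 of Table S4, against 1 and 5, 1 and 5, and 0 and 0 as labelled. The column of diabetic against TSA-treated mice matches as labelled in 133, 81 and 14 lines. The genes set beside the paper one by one are those of Table S4, with Pnliprp1 as linear folds, and those of Table S5 that the paper's text names; those that follow differ by more than the larger SD of the groups compared, so that wider gaps of genes with unlike duplicates are not among them. Apol11b and Srpk3 of Table S5 were not set beside the paper in this way. With the sign turned, the paper's and present log2 differences of diabetic against untreated non-diabetic mice are 5.4916 (paper) and 5.6476 for Prss2, 4.7868 (paper) and 4.5204 for Ctrc, 8.1894 (paper) and 8.5082 for Amy2, 5.6775 (paper) and 5.3802 for Rnase1, 6.6856 (paper) and 6.9128 for Cela3b, and 6.097 (paper) and 6.3899 for Zg16. Those of TSA-treated against untreated non-diabetic mice are 4.6615 (paper) and 5.2262 for Cpb1, and 1.094 (paper) and 0.9832 for Mki67. Of 19 alternatives set beforehand each, the difference is absent for Prss2 without untreated non-diabetic replicate 1 and for Zg16 without untreated non-diabetic replicate 2, without diabetic replicate 1 and with the mean of all probe sets; for the other 6 genes it is present in all.

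Some cells hold values that their column cannot. The line of Pnliprp1 in Table S4 reads as linear folds, 30.64, 10.20 and 5.00 (paper), where the folds here are 32.46, 7.613 and 4.263; that of Mfge8 in Table S2 holds numbers like group levels; and the cell of Cel for TSA-treated against control there is a date. Of 114 probe sets that Tables S2 and S5 share, the column of diabetic against TSA-treated mice differs between the tables by over 0.15 in 28, Apol11b and Srpk3 among them, and in all 28 Table S2 is nearer to the value here. The table used here for Table S2 holds 137 probe sets, so counts over it are not set beside the paper's.

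The paper states that the genes of Table S5 are lower in diabetic than in TSA-treated mice, and the heading of the table says the same, while its line in the Supporting Information gives the opposite direction for the treatment. Here 89 of 115 were lower in diabetic mice by their means, 26 were higher and 0 passed limma's test. The paper counts Ermap and the other genes named from this table among those changed, where none passed here. It also rests on qRT-PCR on other mice than those of the arrays. There Ermap was higher in spleens and pancreata of cured than of diabetic mice, and H2afz, Ccnb1 and Atg4 in spleens only. Those measurements were not re-analysed here. Between diabetic and TSA-treated mice, Ermap, H2afz, Ccnb1, Atg4a, March5, Mki67 and Stmn1 were each called in 0 of 19 alternatives. In TSA-treated against untreated non-diabetic mice, leaving out either diabetic array and the fit of the 2 groups alone call Ermap, Ccnb1, Atg4a and March5. Leaving out TSA-treated replicate 1 calls Ermap, Ccnb1, Atg4a and H2afz; the mean of all probe sets calls Ermap and Ccnb1; quantile normalization again calls Ccnb1 and Atg4a; and the LPE test calls Atg4a. The paper lists Ctrb1 and Prss2 as higher in diabetic mice, where the adjusted p here was 0.0504 and 0.113 from limma. Leaving out either TSA-treated array, the fit of the 2 groups, the LPE test, limma with a trend, both filters on level, quantile normalization again and the mean of all probe sets call both.

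The paper states, from qRT-PCR on other mice than those of the arrays, that Mif and Cd74 are higher in splenocytes of TSA-treated than of diabetic mice. On the arrays diabetic minus TSA-treated mice gave 0.86 for Mif and 1.93 for Cd74 (adjusted p = 0.902 for both from limma). Without TSA-treated replicate 1 the differences were 1.69 and 3.46, and without replicate 2 they were 0.0351 and 0.39. The larger values rest on replicate 2 alone, which had the largest 3′ minus 5′ gaps of all arrays (beta-actin 5.61, Gapdh 4.58).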

Other observations

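No test in this part was chosen after the result was seen; the genes and lists were planned. Limma called none of the antioxidant enzyme genes that follow: Gpx1, glutathione peroxidase, was at 13.14 ± 0.13, 13.27 ± 0.09 and 13.45 ± 0.42 (log2, SD, n = 2 arrays) in untreated non-diabetic, diabetic and TSA-treated mice, Txn1, thioredoxin, at 10.84 ± 0.18, 11.18 ± 0.17 and 11.49 ± 0.00, and Sod1, superoxide dismutase, at 11.21 ± 0.11, 11.23 ± 0.04 and 11.94 ± 0.29. Mif, a cytokine of macrophages, was at 8.37 ± 0.07, 8.17 ± 0.13 and 7.31 ± 1.17 (TSA-treated minus untreated non-diabetic mice -0.24 without TSA-treated replicate 2 and -1.89 without replicate 1), and Cd74, a chain of its receptor and of MHC class II, at 12.35 ± 0.02, 11.84 ± 0.21 and 9.91 ± 2.17. Cd74 was lower in TSA-treated than in untreated non-diabetic mice by the LPE test (adjusted p = 2.74e-05) and not by limma (adjusted p = 0.303). Its TSA-treated arrays were at 11.45 and 8.38, and the difference of -2.43 was -0.90 without replicate 2 and -3.97 without replicate 1. Bcl2l11, a gene of apoptosis, was at 11.10 ± 0.14, 9.30 ± 1.61 and 9.80 ± 0.73, lower in diabetic than in untreated non-diabetic mice by the LPE test (adjusted p = 4.93e-05) and not by limma (adjusted p = 0.796); its diabetic arrays were at 10.44 and 8.16. Limma called none of Bcl2l1, Bcl2l2, Bnip2 and Bnipl, nor Lclat1, an acyltransferase, at 6.97 ± 0.25, 6.99 ± 0.26 and 6.90 ± 0.28, nor Ifng, interferon gamma, at 3.11 ± 0.30, 3.18 ± 0.10 and 3.11 ± 0.06, nor Tbx21, the factor T-bet, at 5.22 ± 0.09, 5.36 ± 0.24 and 4.81 ± 0.24.

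Of the gene lists without a place at a claim, limma called 0 members in each comparison. The medians that follow are of TSA-treated against untreated non-diabetic mice. Interferon-stimulated genes had a median of 0.12 (camera adjusted p = 0.335), with 8 of 25 higher and 3 lower at an unadjusted p under 0.05, 6 and 3 when adjusted over the list alone, and 1 higher by the LPE test. Antioxidant genes had 0.40 (adjusted p = 0.133), 7 of 20 higher and 1 lower, 6 and 1 over the list alone, and 0 by the LPE test; the median was -0.18 without TSA-treated replicate 1, not called, and 0.63 without replicate 2, called, and the list was also called with p-values of the LPE test. Autophagy genes had 0.18 (adjusted p = 0.963), 3 of 23 higher and 4 lower, 2 and 0 over the list alone, and 1 each way by the LPE test; the median was -0.26 without TSA-treated replicate 1, not called, and 0.40 without replicate 2, called. The list of MIF and apoptosis genes had -0.23 (adjusted p = 0.133), 1 of 10 lower, 0 over the list alone and 1 by the LPE test; the median was -0.56 without TSA-treated replicate 1, called, and -0.09 without replicate 2, not called, and the list was also called with p-values of the LPE test. NK cell genes had 0.06 (adjusted p = 0.399), 2 of 16 lower, 0 over the list alone and 0 by the LPE test. Other T helper cell genes had 0.01 (adjusted p = 0.447), 2 of 12 lower, 1 over the list alone and 1 by the LPE test. Immediate early and heat shock genes had 0.01 (adjusted p = 0.537), 4 of 24 higher and 5 lower, 3 each way over the list alone and 0 by the LPE test, and hematopoietic progenitor genes 0.09 (adjusted p = 0.514), 1 of 13 higher and 2 lower, 1 lower over the list alone and 0 by the LPE test.

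Histone deacetylase genes, the family TSA inhibits, had a median of -0.35 (camera adjusted p = 0.031, adjusted p = 0.241 with an estimated correlation), with 2 of 15 higher and 4 lower at an unadjusted p under 0.05, 1 each way over the list alone and 0 by the LPE test. The call was lost in 13 of 21 alternatives. Among these were leaving out either TSA-treated array, p-values of the LPE test, robust variances and both filters on level. Quantile normalization again, the mean of all probe sets and fry lost it too. Oxidative phosphorylation genes had 0.33 (camera adjusted p = 0.00789, adjusted p = 0.307 with an estimated correlation), 5 of 25 higher, 0 over the list alone and 0 by the LPE test. This call was lost without TSA-treated replicate 1 and with quantile normalization again.

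Camera also called lists in the other comparisons, none of them with an estimated correlation. In diabetic against untreated non-diabetic mice, NK cell genes were higher (median 0.34, camera adjusted p = 0.0148, adjusted p = 0.544 with an estimated correlation). This call was lost in 11 of 21 alternatives. Among these were leaving out diabetic replicate 2, p-values of the LPE test, robust variances, both filters on level and quantile normalization again. Oxidative phosphorylation genes were also higher (0.19, 0.00813 and 0.372), a call lost without diabetic replicate 1 and with quantile normalization again. T cell genes (-0.18, 5.53e-05 and 0.372) and B cell genes (-0.16, 0.00483 and 0.587) were lower, both lost without diabetic replicate 1, and so were smooth muscle (-0.49, 8.47e-08 and 0.122), megakaryocyte (-0.11, 0.00269 and 0.228) and adipocyte genes (-0.11, 0.0187 and 0.586; lost without diabetic replicate 1). In diabetic against TSA-treated mice, NK cell genes (0.35, 0.000105 and 0.379, with 6 of 16 higher at an unadjusted p under 0.05), neutrophil genes (0.48, 1.61e-05 and 0.239), B cell genes (0.96, 3.31e-13 and 0.325), plasma cell genes (0.43, 8.95e-07 and 0.239), megakaryocyte genes (0.28, 0.00117 and 0.239), adipocyte genes (0.14, 0.00064 and 0.431, lost without TSA-treated replicate 1) and T cell genes (0.12, 0.0241 and 0.518, lost without diabetic replicate 2 or TSA-treated replicate 2) were higher in diabetic mice. Over the alternatives the B cell median of this comparison ran from 0.50 to 1.23.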
